# A Role for the Retinoblastoma Protein As a Regulator of Mouse Osteoblast Cell Adhesion: Implications for Osteogenesis and Osteosarcoma Formation

**DOI:** 10.1371/journal.pone.0013954

**Published:** 2010-11-11

**Authors:** Bernadette Sosa-García, Volkan Gunduz, Viviana Vázquez-Rivera, W. Douglas Cress, Gabriela Wright, Haikuo Bian, Philip W. Hinds, Pedro G. Santiago-Cardona

## Abstract

The retinoblastoma protein (pRb) is a cell cycle regulator inactivated in most human cancers. Loss of pRb function results from mutations in the gene coding for pRb or for any of its upstream regulators. Although pRb is predominantly known as a cell cycle repressor, our data point to additional pRb functions in cell adhesion. Our data show that pRb regulates the expression of a wide repertoire of cell adhesion genes and regulates the assembly of the adherens junctions required for cell adhesion. We conducted our studies in osteoblasts, which depend on both pRb and on cell-to-cell contacts for their differentiation and function. We generated knockout mice in which the *RB* gene was excised specifically in osteoblasts using the *cre-lox P* system and found that osteoblasts from pRb knockout mice did not assemble adherens junction at their membranes. pRb depletion in wild type osteoblasts using RNAi also disrupted adherens junctions. Microarrays comparing pRb-expressing and pRb-deficient osteoblasts showed that pRb controls the expression of a number of cell adhesion genes, including cadherins. Furthermore, pRb knockout mice showed bone abnormalities consistent with osteoblast adhesion defects. We also found that pRb controls the function of merlin, a well-known regulator of adherens junction assembly, by repressing Rac1 and its effector Pak1. Using qRT-PCR, immunoblots, co-immunoprecipitation assays, and immunofluorescent labeling, we observed that pRb loss resulted in Rac1 and Pak1 overexpression concomitant with merlin inactivation by Pak1, merlin detachment from the membrane, and adherens junction loss. Our data support a pRb function in cell adhesion while elucidating the mechanism for this function. Our work suggests that in some tumor types pRb inactivation results in both a loss of cell cycle control that promotes initial tumor growth as well as in a loss of cell-to-cell contacts, which contributes to later stages of metastasis.

## Introduction

The retinoblastoma tumor suppressor protein (pRb) is a cell cycle repressor inactivated in most human cancers [1]–[5]. While the cell cycle regulatory pathway centered on pRb is inactivated in most human cancers [1], pRb itself is specifically inactivated with high frequency in a subset of human tumors, including retinoblastomas, osteosarcomas, and small cell lung carcinomas [4]. pRb can also be indirectly inactivated in other tumor types as a consequence of alterations targeting genes coding for any of its several upstream regulators such as CDK4, cyclin D and p16ink4a [6]. Independently of the inactivation mechanism, a predominant trait of the loss of pRb function is an inability to exit the cell cycle [7]. Interestingly, studies conducted in retinoblastomas, osteosarcomas, and small cell lung carcinomas point to an additional role for pRb as a regulator of cell adhesion. These tumor types show high frequencies of pRb inactivation and are composed of cells that lack stable adherens junctions, which are cadherin- and catenin-containing membrane complexes required for cell adhesion. In retinoblastomas, adherens junctions fail to anchor in the cortical actin cytoskeleton [8]. In osteosarcomas and small cell lung carcinomas, anomalous localization of adherens junction proteins has been observed, where cadherins and β-catenin show weak cytoplasmic expression [9], [10]. A strong correlation has been found in retinoblastomas and osteosarcomas between abnormal adherens junctions and invasive capacity [8], [9], underscoring the notion that disruption of adherens junctions-mediated cell adhesion is intimately related to metastasis.

The studies described above suggest that in some tumor types pRb inactivation results in both a loss of cell cycle control, which promotes initial tumor growth, as well as in a loss of cell-to-cell contacts, which later contributes to metastasis. This raises the possibility that pRb, in addition to its well-characterized role as a cell cycle repressor, may have a novel role as a regulator of cell-to-cell contacts and adherens junction formation. Remarkably, studies correlating pRb loss with adherens junction disruption have been largely unnoticed, and while pRb has been best characterized as a cell cycle regulator and its participation in developmental processes is still the subject of intense research, no molecular mechanism has been proposed to account for the correlation between pRb loss and adherens junction abnormalities.

We studied the link between pRb and adherens junctions within the context of osteoblast differentiation and bone formation, processes that depend on both pRb and on the establishment of cell-to-cell contacts [5], [11]–[14]. We generated conditional pRb knock-out mice in which the *RB* gene was excised specifically in osteoblasts using the cre-lox P system, followed by analyzes of the adhesive properties of osteoblasts obtained from these animals. In agreement with previous reports [8]–[10], we found that knocking out pRb production in osteoblasts had profound consequences on cell adhesion, altering the expression profile of osteoblast cadherins and other cell adhesion molecules, promoting disruption of adherens junctions, and producing abnormalities in bone structure. We found that pRb affects cell adhesion by at least two mechanisms. First, pRb controls the expression of cell adhesion genes. Second, pRb modulates the function of regulators of adherens junction assembly such as the small Rho GTPase Rac1 and the merlin tumor suppressor. Our data support a role for pRb as a regulator of adherens junction formation and cell adhesion and provide direct evidence that pRb depletion profoundly affects the capacity of cells to interact with one another.

## Results

### pRb-deficient osteoblasts do not undergo contact-dependent growth arrest

To study the effect of pRb loss in murine osteoblast cell adhesion, we produced primary cultures of these cells from animals lacking pRb as a result of targeted homologous recombination (pRb-deficient osteoblasts) as well as from their control littermates (pRb-expressing osteoblasts). Primary cultures were 3T3-immortalized (MC3T3) and used in subsequent experiments. Phase contrast microscopy of MC3T3 cultures showed that while pRb-expressing osteoblasts grow in culture to a confluent monolayer, pRb-deficient osteoblasts continue to proliferate past confluence, forming cell aggregates in which cells pile one on top of the other (Fig. 1A). These aggregates become apparent after 14 days in culture as crystal violet-stained foci (Fig. 1B). No only do pRb-deficient MC3T3 osteoblasts proliferate to higher densities, but they also have increased capacity to mineralize the extracellular matrix *in vitro*. This capacity depends in turn on the density of bone-forming nodules, which are active sites of bone mineral synthesis that arise by clonal expansion of a subpopulation of osteoblasts within a confluent monolayer. Staining of cultured osteoblasts with alizarin red-S, which stains bone mineral deposition, revealed increased mineralization by pRb-deficient osteoblasts relative to pRb-expressing controls (figure 1C), suggesting an increased density of bone-forming nodules in pRb-deficient cultures. This increased mineralization capacity has also been reported for primary pRb-deficient osteoblasts [15], demonstrating that pRb loss could be sufficient to alter osteoblast properties independently of additional mutations that drive immortalization or transformation.

**Figure 1:**
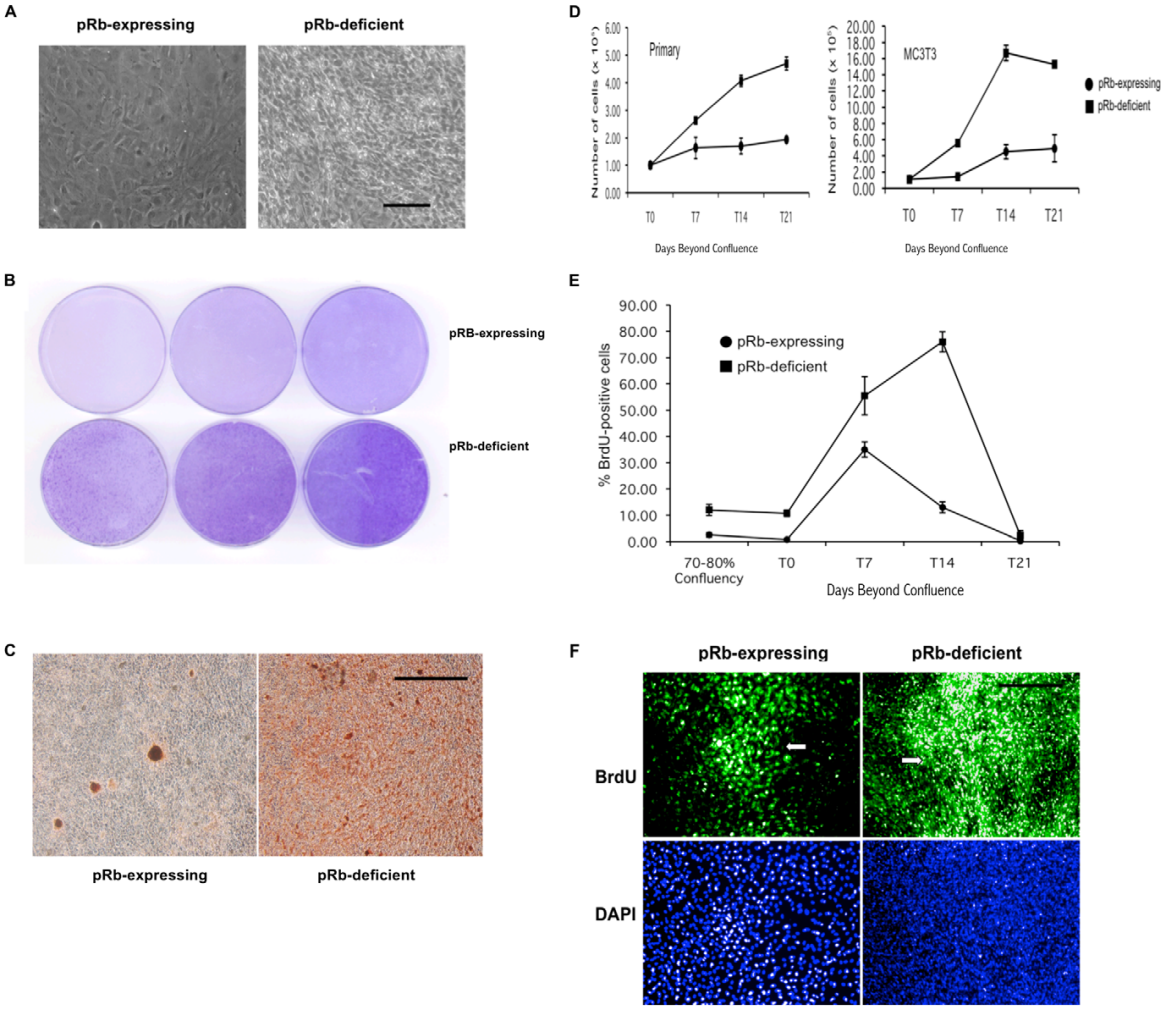
pRb-deficient osteoblasts do not undergo contact-dependent growth arrest. (**A**) Phase-contrast microscopy of osteoblasts cultured until 14 days beyond confluence (dbc). pRb-expressing osteoblasts form confluent monolayers (left) while pRb-deficient ones proliferate past confluence forming high-density cultures (right). Magnification = ×20. Bar = 20 µm. (**B**) Triplicates of MC3T3 cultures stained with crystal violet at 14 dbc, showing foci formed by pRb-deficient osteoblasts (bottom), compared to pRb-expressing osteoblasts (top). (**C**) Matrix mineralization in MC3T3 cultures. Phase contrast photomicrographs of alizarin red-S stained cultures at 10× showing increased extracellular matrix mineralization, indicative of increased density of bone-forming nodules, in pRb-deficient osteoblasts (right) relative to pRb-expressing controls (left). Magnification = ×10. Bar = 20 µm. (**D**) Growth curves showing that both pRb-deficient primary (left) and MC3T3 (right) osteoblasts grew to a saturation density ∼3.5-fold higher than their pRb-expressing counterparts. Each data point represents the mean of 3 independent experiments ± SEM. (**E**) BrdU immunocytochemistry of MC3T3 cells. Shown is percent of BrdU-positive cells, each data point representing the mean of 3 independent experiments ± SEM. Time points chosen for analysis were: before confluence (70–80%), confluence (T0), and 7, 14, and 21 dbc (T7, T14 and T21, respectively). (**F**) BrdU immunocytochemistry showing BrdU incorporation in MC3T3 cells at 7 dbc. While BrdU incorporation in pRb-expressing MC3T3 osteoblasts is restricted to bone forming nodules (arrow, top left), in pRb-deficient MC3T3 osteoblasts it is detected at both the nodules (arrow) and at their periphery (top right). Bottom panels show total nuclei in the same visual fields stained with DAPI. Magnification = ×10. Bar = 20 µm.

In order to compare the growth properties of pRb-expressing and pRb-deficient osteoblasts in culture, primary and MC3T3 osteoblasts were plated at an initial density of 1×10^5^ cells per 6 cm culture plate and counted once per week for three weeks. This initial density produced confluent monolayers within 24 h after plating. While pRb-expressing osteoblasts showed little proliferation following initial plating, pRb-deficient primary and MC3T3 osteoblasts grew in culture to a density approximately 3.5-fold higher than their pRb-expressing counterparts (Fig. 1D).

To further test the proliferative behavior of these cells, MC3T3 osteoblasts were processed for BrdU immunocytochemistry before reaching confluence (70–80%), at confluence (T0), and at 7, 14, and 21 days beyond confluence (dbc). pRb-expressing and pRb-deficient MC3T3 osteoblasts showed similar kinetics of BrdU incorporation up until 7 dbc. After peaking at 7 dbc, pRb-expressing osteoblasts showed a significant reduction at 14 dbc, a time point at which pRb-deficient MC3T3 osteoblasts still showed robust BrdU incorporation. BrdU-immunoreactive cells were undetectable at 21 dbc in both pRb-deficient and pRb-expressing MC3T3 osteoblast cultures (Fig. 1E). As expected, BrdU incorporation in pRb-expressing MC3T3 osteoblasts at 7 dbc was restricted to cells undergoing clonal expansion within bone-forming nodules, while being rare at the periphery of the nodules (Fig. 1F, top left, arrow). In contrast, pRb-deficient MC3T3 cells showed robust BrdU incorporation in both the nodules and their periphery (Fig. 1F, top right, arrow indicates bone forming nodule). Together, these data show that pRb-deficient osteoblasts grow to high densities relative to pRb-expressing osteoblasts, resist contact-dependent growth arrest, and are poorly responsive to conditions of high cell density that led to proliferative arrest of their pRb-expressing counterparts. These observations suggest that they are defective in sensing cell-to-cell contacts with neighboring cells. pRb-deficient MC3T3 osteoblasts also showed other traits indicative of transformation, such as forming tumors when injected into mice and growing in an anchorage-independent manner (Fig. S1).

### pRb-deficient osteoblasts lack adherens junctions

The resistance of pRb-deficient osteoblasts to undergo contact-dependent growth arrest could result from a failure to form adherens junctions. Therefore, we examined the status of these structures by immunocytochemical labeling of β-catenin, a predominant adherens junction protein. While pRb-expressing MC3T3 osteoblasts showed strong membrane-associated β-catenin labeling, suggesting intact adherens junctions (Fig. 2, top left), pRb-deficient MC3T3 osteoblasts showed a weak, diffuse cytoplasmic staining, without any discernible membrane labeling (Fig. 2, top right). The β-catenin staining observed in pRb-deficient osteoblasts is indistinguishable from that reported in osteosarcomas and small cell lung carcinomas [9], [10]. To rule out the possibility that the loss of adherens junctions observed in pRb-deficient MC3T3 osteoblasts could be an artifact of the immortalization process, we assessed the integrity of these structures in primary osteoblasts. Similar to their 3T3-immortalized counterparts, pRb-expressing primary osteoblasts showed intact adherens junctions (Fig. 2, bottom left), while these structures where absent in pRb-deficient primary osteoblasts (Fig. 2, bottom right). This demonstrates that pRb loss could be sufficient to alter osteoblast adhesive properties independently of additional mutations that drive immortalization or transformation. Knocking down endogenous pRb in pRb-expressing osteoblasts with *RB*-shRNA also resulted in adherens junction loss (Fig. S2). Interestingly, we also observed a decreased cell size in pRb-deficient osteoblasts relative to their pRb-expressing counterparts. This decreased size was observed in both primary osteoblasts and their 3T3-immortalized derivatives, although it was more notable in primary osteoblasts (figure 2, right panels). Although we currently lack a mechanistic explanation linking pRb loss to decreased cellular volume, we speculate that pRb loss could impinge upon checkpoints beyond the G1/S transition, specifically upon those that ensure that a cell does not progress to mitosis until it has achieved a certain volume.

**Figure 2:**
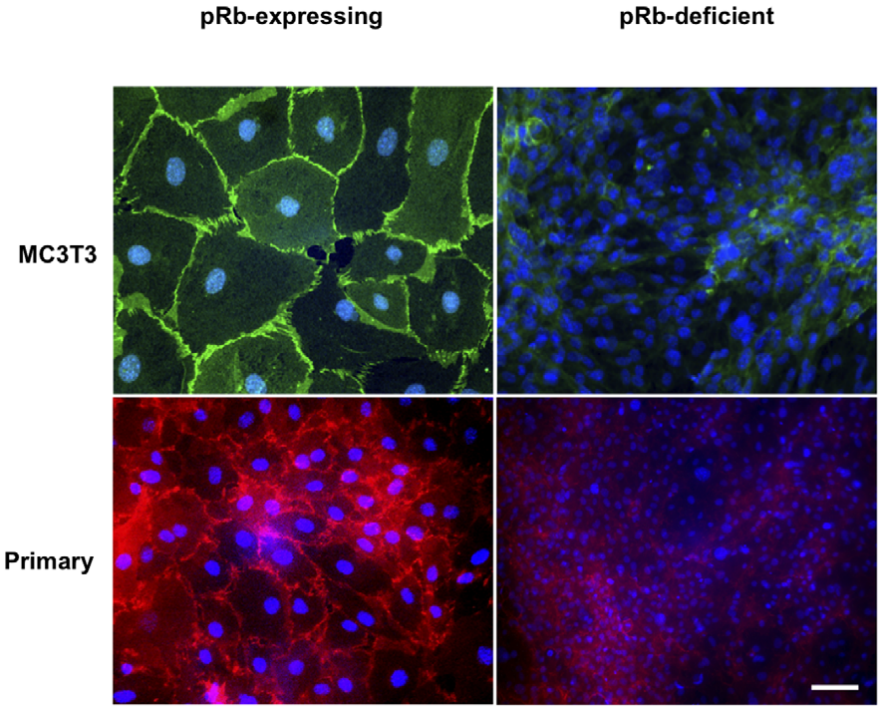
Abrogation of pRb expression disrupts adherens junctions. Immunocytochemical localization of β-catenin in MC3T3 (top) and primary osteoblasts (bottom). pRb-expressing osteoblasts show strong β-catenin membrane-associated labeling along areas of cell-to-cell contact (left) while pRb-deficient osteoblasts show a weak and diffuse labeling, without any clearly discernible membrane labeling (right). Magnification = ×100. Bar = 1 µm.

### pRb-deficient osteoblasts show altered cadherin expression

To determine if pRb loss affects the expression of osteoblast cadherins, we performed immunoblot analyses of MC3T3 osteoblasts cultured until confluence. We found that while pRb-expressing osteoblasts showed high OB-cadherin expression, pRb deletion dramatically reduced the levels of this cadherin (Fig. 3A, top panel). Intriguingly, pRb-deficient osteoblasts also showed elevated levels of N-cadherin relative to the basal levels observed in pRb-expressing controls (Fig. 3A, middle panel), suggesting a compensation for OB-cadherin loss by a proportional increase in N-cadherin. In agreement with our β-catenin immunofluorescence studies, immunoblots showed reduced β-catenin levels in pRb-deficient osteoblasts relative to pRb-expressing controls (Fig. 3A, bottom panel, the top band corresponds to β-catenin while lower bands represent irrelevant background bands). qRT-PCR analyses of MC3T3 osteoblasts cultured until confluence showed decreased OB-cadherin and β-catenin mRNA and increased N-cadherin mRNA levels in pRb-deficient osteoblasts relative to pRb-expressing controls (Fig. 3B).

**Figure 3:**
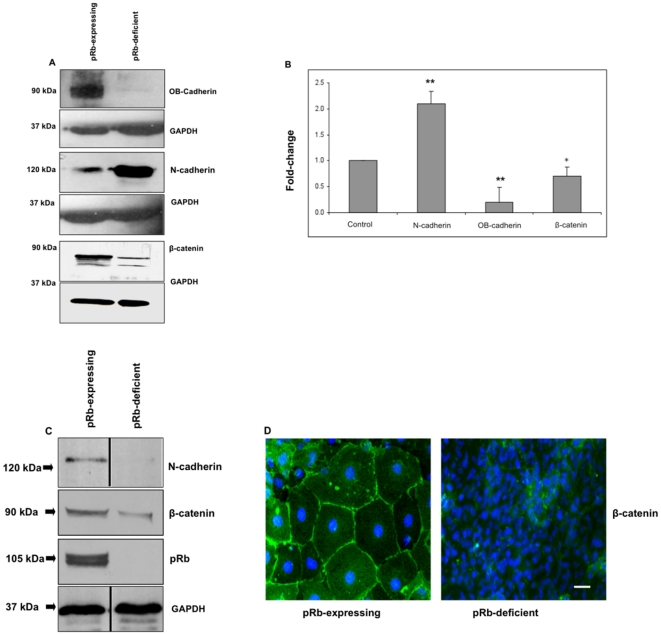
pRb deletion leads to abnormal cadherin expression. (**A**) Immunoblot of confluent cultures showing decreased levels of OB-cadherin (top panel) and β-catenin (bottom panel) and increased levels of N-cadherin (middle panel) in pRb-deficient cells relative to pRb-expressing controls. In the β-catenin panel, the top band corresponds to β-catenin while the lower bands are irrelevant background bands. Representative blots of at least 3 independent experiments are shown. Equal loading of the lanes is shown by GAPDH levels for each individual immunoblot. (**B**) qRT-PCR showing levels of OB-cadherin, N-cadherin, and β-catenin mRNAs in pRb-deficient osteoblasts relative to pRb-expressing osteoblasts (control bar). Each bar represents the average of at least 3 independent experiments ± SEM. Values were normalized against GAPDH. **, *P*<0.005; *, *P*<0.05. (**C**) Representative immunoblots of at least 3 independent experiments of osteoblasts cultured until 14 dbc showing that the initial up-regulation of N-cadherin levels observed in pRb-deficient osteoblasts is not sustained after prolonged culture time (top). β-Catenin expression is also reduced in pRb-deficient osteoblasts at 14 dbc (second from top). The pRb status of these cells was confirmed (third panel from top), and equal loading of the lanes is demonstrated by GAPDH levels (bottom). (**D**) Immunofluorescent labeling of β-catenin showing lack of adherens junctions in pRb-deficient osteoblasts cultured until 14 dbc (right), compared to pRb-expressing osteoblasts cultured in the same conditions (left). Magnification = ×100. Bar = 1 µm.

The increase in N-cadherin expression observed in pRb-deficient osteoblasts is intriguing given the absence of adherens junctions in these cells. Therefore, we investigated if the elevated N-cadherin levels persist in pRb-null osteoblasts after prolonged time in culture. Whereas pRb-expressing osteoblasts sustained their basal N-cadherin expression at 14 dbc, N-cadherin expression was decreased in pRb-deficient osteoblasts at this time point (Fig. 3C, top panel). Furthermore, whereas pRb-expressing osteoblasts show defined adherens junctions at 14 dbc, prolonged culturing did not reestablish adherens junction formation in pRb-deficient osteoblasts, as evidenced by the low levels of β-catenin (Fig. 3C, second panel from top) and by their lack of membrane-associated β-catenin immunostaining (Fig. 3D). Thus, we speculate that in a pRb-null background N-cadherin becomes susceptible to degradation in the absence of adherens junctions to which it can attach. Finally, immunoblot analyses confirmed the pRb status of pRb-expressing and pRb-null osteoblasts (Fig. 3C, third panel from top). Together, our results show that pRb is required for the proper regulation of OB- and N-cadherin expression in osteoblasts and for their assembly into stable adherens junctions.

### pRb knockout mice show abnormal calvarial bones

Next, we studied the calvarial bones in coronal sections of E18.5 pRb-null and control littermate skulls. To localize the calvarial bone, sections were stained with alizarin red-S to identify areas of active extracellular mineral deposition indicating the presence of differentiated osteoblasts. Calvarial bones from control mice displayed an osteoblast layer lining the cartilage at the base of the skull (Fig. 4A, left). In pRb knockout mice this cartilage is grossly disorganized and instead of a defined osteoblast layer, scattered calcified nodules are apparent in the space that would normally by occupied by cartilage (Fig. 4A, right). Immunohistochemistry revealed that in control mice the osteoblast layer consists of cells with membrane-associated β-catenin (Fig. 4B, top left). Interestingly, clusters of cells showing nuclear β-catenin immunoreactivity were found within the disorganized cartilage in pRb knockout mice (Fig. 4B, top right). pRb is thus required to properly anchor β-catenin to the cell membrane also *in vivo,* and the observed aberrant β-catenin localization due to pRb loss is not an artifact of culture conditions.

**Figure 4:**
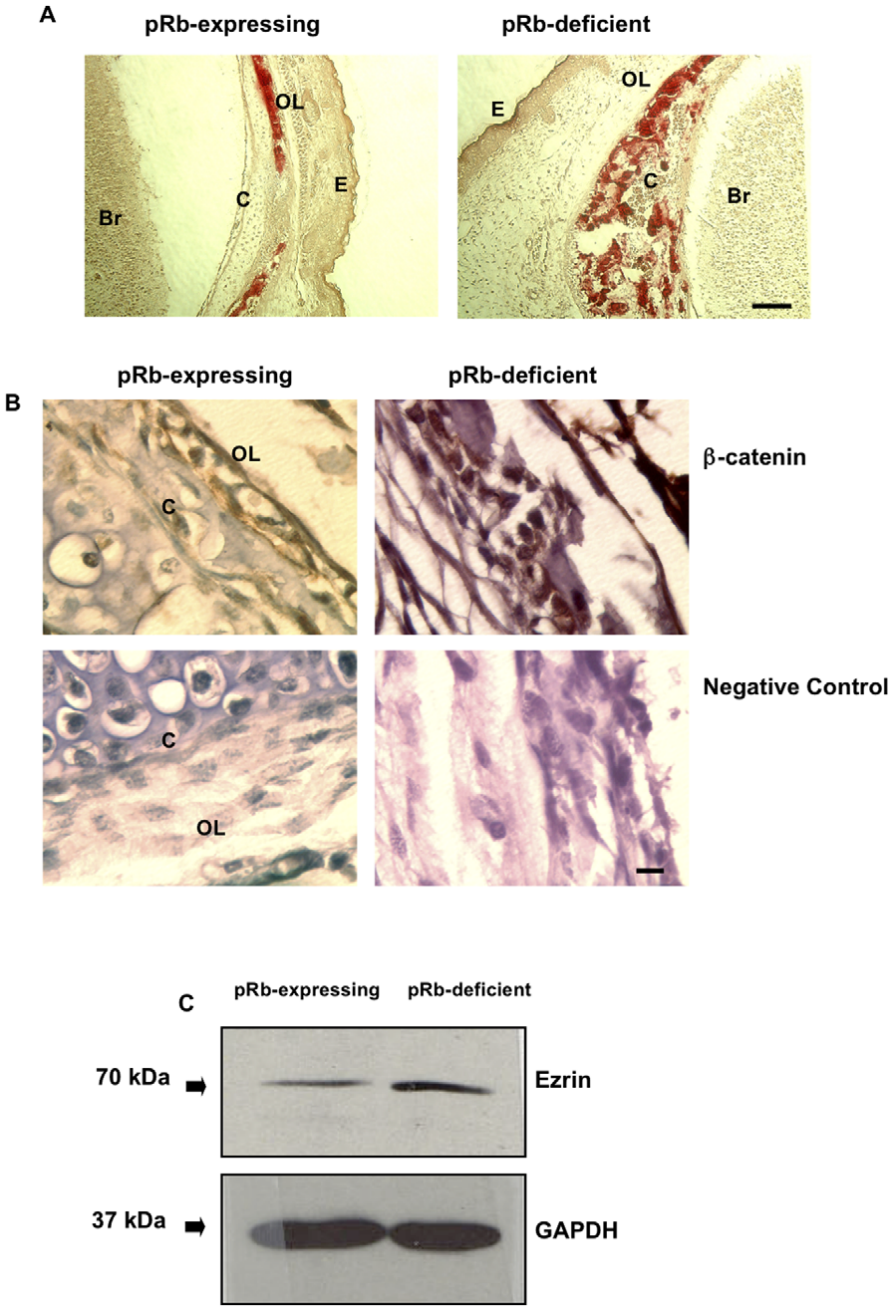
Osteoblasts in the calvarial bone of conditional pRb knockout mice show abnormal β-catenin staining. (**A**) Coronal skull sections of embryonic day 18.5 (E18.5) mice stained with alizarin red-S showing location of differentiated osteoblasts. In calvarial bones from pRb-expressing mice (left), osteoblasts form a layer lining the cartilage at the base of the skull, while in pRb knockout mice (right) scattered calcified nodules are found within a grossly disorganized cartilage. Magnification = ×4. Bar = 2 µm. (**B**) β-Catenin immunohistochemistry of calvarial bones of pRb-expressing and pRb knockout mice. Osteoblasts in calvarial bones from pRb-expressing mice show membrane β-catenin (top left). Clusters of cells showing strong nuclear immunoreactivity for β-catenin were found within the disorganized cartilage in pRb knockout mice (top right). Negative controls processed without primary antibody are shown (bottom). OL, osteoblast layer; E, epithelium; C, cartilage; Br, brain. Magnification = ×100. Bar = 1 µm. (**c**) A representative immunoblot showing increased ezrin expression in cultured pRb-deficient osteoblasts relative to pRb-expressing controls.

The phenotype of the calvaria of pRb knockout mice is consistent with pRb-deficient osteoblasts' defect in establishing cell-to-cell contacts, which could allow them to migrate away from their proper position in the calvaria and to invade the adjacent cartilage. Supporting this, pRb-deficient osteoblasts expressed elevated levels of ezrin (Fig. 4C), a membrane-cytoskeleton linker whose up-regulation is considered an indicator of osteosarcoma metastasis [16], [17].

### pRb loss results in unrestrained Rac1 activity and merlin inactivation

We examined the possibility that pRb could regulate cell adhesion by controlling adherens junctions assembly, thus we hypothesized that pRb controls the function of important regulators of this process. We focused our attention on the small Rho GTPase Rac1 and its effector, the p21-activated protein kinase 1 (Pak1), and the merlin tumor suppressor. We had a solid rationale for studying these molecules. First, Rac1 is a known regulator of adherens junction stability and its unrestrained activity disrupts adherens junctions [18]; second, pRb represses Rac1 in osteoblasts [19], [20]; third, merlin is a membrane protein required for adherens junction assembly and contact-dependent growth arrest [21]; and fourth, merlin is a Rac1 target that is inactivated upon phosphorylation at serine 518 (Ser518) by Rac1s effector Pak1 [22]–[24]. Therefore, we postulated that pRb represses Rac1 and Pak1 expression, thus allowing merlin activity and adherens junction assembly at the cell membrane. We tested this by assessing Rac1 and Pak1 expression with immunoblots and qRT-PCR. Supporting our hypothesis, levels of Rac1 and Pak1 proteins and mRNA were increased in pRb-deficient osteoblasts compared with pRb-expressing controls (Figs. 5A and B).

**Figure 5:**
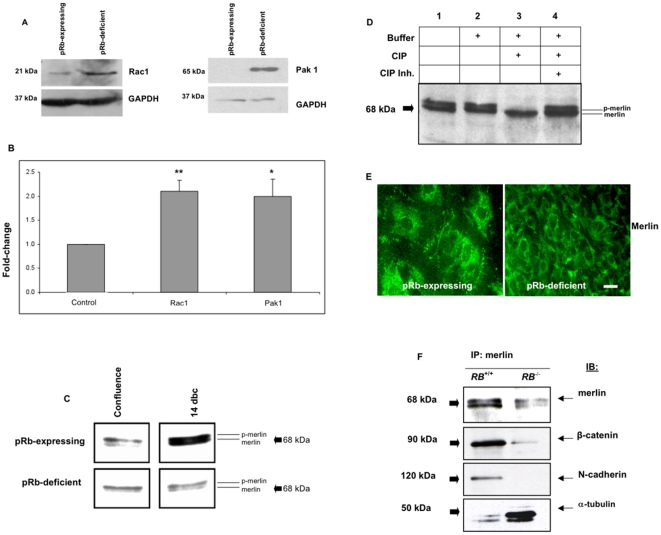
pRb loss results in unregulated Rac1, Pak1, and merlin function. (**A**) Immunoblot showing increased Rac1 (left) and Pak1 (right) levels in pRb-deficient osteoblasts relative to pRb-expressing controls. Equal loading of lanes is shown by GAPDH levels (bottom panel for each protein). (**B**) qRT-PCR showing the same upregulation at the mRNA level in pRb-deficient osteoblasts relative to pRb-expressing osteoblasts (control bar). Each bar represents the average of at least 3 independent experiments ± SEM. Values were normalized against GAPDH. **, *P*<0.005; *, *P*<0.05. (**C**) Immunoblot showing an increased ratio of the hypophosphorylated to the hyperphosphorylated merlin in pRb-expressing MC3T3 osteoblasts at 14 dbc. (**D**) Whole protein extracts from pRb-expressing MC3T3 osteoblasts at 14 dbc treated with calf intestinal phosphatase (CIP) before immunoblot analysis for merlin. CIP treatment eliminated the slower-migrating band, whereas CIP inhibitors reversed this effect. Lane 1, untreated lysates; lane 2, lysates treated only with CIP buffer; lane 3, lysates treated with CIP; lane 4, lysates treated with CIP plus inhibitors. (**E**) Immunocytochemical localization of merlin in MC3T3 cells. In pRb-expressing MC3T3 osteoblasts merlin staining reveals a strong, punctuated perinuclear pattern as well as a membrane staining (left). In pRb-deficient MC3T3 osteoblasts cells the membrane staining is lost (right). Magnification = ×100. Bar = 1 µm. (**F**) Merlin was immunoprecipitated from whole protein lysates followed by immunoblots of the immunoprecipitates with antibodies against merlin, β-catenin, N-cadherin, and α-tubulin. In pRb-expressing MC3T3 osteoblasts, merlin is immunoprecipitated predominantly as a hypophosphorylated form together with adherens junction components β-catenin and N-cadherin. In pRb-deficient MC3T3 osteoblasts, merlin is immunoprecipitated predominantly as a hyperphosphorylated form together with α-tubulin.

Next, we compared pRb-expressing with pRb-deficient MC3T3 osteoblasts in terms of merlin function. Immunoblots showed that merlin migrates as a doublet (Fig. 5C), consistent with it being a phosphoprotein existing in hyper- and hypophosphorylated forms [22]–[24]. At the time of confluence, merlin was detected predominantly as the slower-migrating hyperphosphorylated form in both pRb-expressing and pRb-deficient MC3T3 cultures (Fig. 5C, left panels). However, we observed an increase in the ratio of the hypo- to hyper-phosphorylated form in pRb-expressing MC3T3 osteoblasts at 14 dbc (Fig. 5C, top right). On the other hand, merlin remained predominantly hyperphosphorylated in pRb-deficient osteoblasts at 14 dbc (Fig. 5C, bottom right). It is noteworthy that appearance of the hypophosphorylated merlin in pRb*-*expressing osteoblasts at 14 dbc coincided with the decreased BrdU incorporation seen in these cells at this time point (Fig. 1E). These observations agree with previous reports showing that hypophosphorylated merlin is the active anti-proliferative form associated with contact-dependent growth arrest [25]. Calf intestinal phosphatase (CIP) treatment of protein lysates confirmed that the merlin doublet is due to phosphorylation, since CIP eliminated the slower-migrating band whereas phosphatase inhibitors reversed this effect (Fig. 5D).

Since merlin attachment to the cell membrane is essential for its function, we tested the effect of pRb on merlin localization. Immunocytochemical localization of merlin revealed two distinct cellular pools in pRb-expressing osteoblasts: a strong punctuated perinuclear staining pattern and a membrane-associated staining (Fig. 5E, left), the latter being consistent with merlin function in adherens junction assembly. In contrast, only the perinuclear staining was apparent in pRb-deficient osteoblasts (Fig. 5E, right), suggesting that merlin becomes detached from adherens junctions in pRb-deficient osteoblasts. To confirm this, merlin was immunoprecipitated from whole cell lysates using a merlin-specific antibody, followed by immunoblotting the precipitates with antibodies against merlin, β-catenin, N-cadherin, and α-tubulin. Merlin was immunoprecipitated as a doublet in both pRb-expressing and pRb-deficient osteoblasts. However, the hypophosphorylated form predominated in pRb-expressing osteoblasts while the hyperphosphorylated form predominated in pRb-deficient osteoblasts (Fig. 5F, top), suggesting merlin inactivation in pRb-deficient osteoblasts. While in pRb-expressing osteoblasts merlin co-immunoprecipitated with adherens junction components β-catenin and N-cadherin, in pRb-deficient osteoblasts it co-immunoprecipitated with α-tubulin (Fig. 5F, second and third panels from top, bottom panel), which is consistent with merlin having a tubulin binding site that is exposed only in the inactive form due to misfolding induced by phosphorylation in Ser518 [26], [27]. Additional studies conducted in the human pRb-deficient osteosarcoma cell line Saos-2 showed that pRb expression is necessary and sufficient to promote merlin activation (Fig. S3).

In order to correlate Rac1 activity with merlin function and adherens junction integrity, we manipulated Rac1 activity in pRb-expressing osteoblasts by transfecting them with plasmid vectors encoding a constitutively activated Rac1 mutant not susceptible to inhibition by pRb (RacV12). We used stable transfectants to investigate the effects of unrestrained Rac1 activity on contact-dependent growth arrest, adherens junction formation, and merlin intracellular localization and phosphorylation. Phase-contrast microscopy (Fig. 6A) and growth curves (Fig. 6B) showed that osteoblasts stably expressing RacV12 grew in culture to a cell density significantly higher than osteoblasts transfected with control vector and comparable to pRb-deficient osteoblasts. A comparable increase in cell density was observed in pRb-expressing osteoblasts transfected with a dominant negative mutant version of the Rac1 repressor the cyclin-dependent kinase 5 (Cdk5) [19], [20], [28], [29].

**Figure 6:**
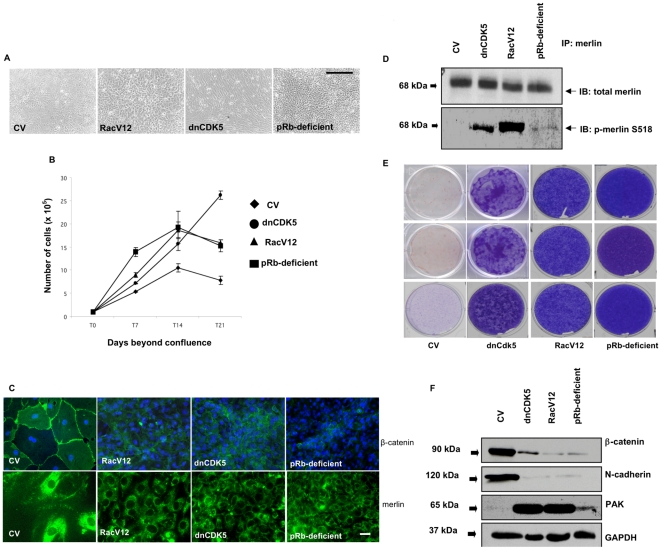
Unrestrained Rac 1 activation in pRb-expressing osteoblasts mimics pRb loss by perturbing cell adhesion. Phase contrast photomicrographs at x10 (**A**) and growth curves (**B**) showing that pRb-expressing MC3T3 osteoblasts stably expressing RacV12 or dnCdk5 grow in culture to a higher density relative to pRb-expressing MC3T3 osteoblasts transfected with control vector (CV). Bar in (**A**)  =  20 µm. Each point in (**B**) represents the mean of 3 independent experiments ± SEM. (**C**) Immunocytochemical analysis showing loss of membrane-associated β-catenin (top) and merlin (bottom) in pRb-expressing MC3T3 osteoblasts transfected with either RacV12 or dnCdk5, as compared to CV-transfected cells. These cells show a staining pattern comparable to that observed in pRb-deficient MC3T3 osteoblasts (last panel to the right). Magnification = ×100. Bar = 1 µm. (**D**) Merlin was immunoprecipitated from whole protein lysates with a merlin-specific antibody followed by immunoblots with a merlin phospho-specific antibody recognizing Ser518. Merlin phosphorylation was observed in pRb-expressing osteoblasts cells transfected with dnCdk5 or Rac V12, as well as in pRb-deficient osteoblasts. (**E**) Triplicates of crystal violet-stained plates showing foci formation in pRb-expressing osteoblasts transfected with dnCdk5 5 or RacV12 and in untransfected pRb-deficient osteoblasts, as compared with CV-transfected cells. (**F**) Immunoblots showing decreased expression of β-catenin and N-cadherin, and increased Pak1 expression in pRb-expressing osteoblasts transfected with dnCdk5 or RacV12, as well as in untransfected pRb-deficient osteoblasts, relative to CV-transfected cells. Experiments were conducted in osteoblasts cultured until 14 dbc.

Using immunocytochemistry, we observed that the membrane staining for β-catenin and merlin is lost in osteoblasts expressing either RacV12 or dnCdk5. Instead, these cells showed a weak, diffuse, and cytoplasmic labeling for β-catenin, whereas merlin staining revealed only the perinuclear form (Fig. 6C). These results show that unrepressed Rac1 activity in pRb-expressing osteoblasts mimics pRb loss by inhibiting merlin function and disrupting adherens junctions.

To assess the phosphorylation status of merlin in pRb-expressing osteoblasts with unrestrained Rac1 activity, merlin was immunoprecipitated from whole protein lysates followed by immunoblotting with a phospho-specific antibody that recognizes merlin when it is phosphorylated in Ser518. Consistent with our hypothesis that pRb promotes merlin activity by blocking Rac1/Pak1, we observed increased merlin phosphorylation in pRb-deficient osteoblasts compared with pRb-expressing osteoblasts transfected with control vector (Fig. 6D). As expected, merlin is highly phosphorylated in pRb-expressing osteoblasts transfected with RacV12 and, consistent with Cdk5s repressive effect on Rac1, in pRb-expressing osteoblasts transfected with dnCdk5 (Fig. 6D). These results show that unrestrained Rac1 activity leads to merlin phosphorylation at Ser518 concomitant with its detachment from the cell membrane. Finally, we observed that cells expressing either dnCdk5 or RacV12 formed crystal violet-stained foci, showing that these cells do not undergo contact-dependent growth arrest (Fig. 6E).

Next, we examined the expression levels of adherens junction components in pRb-expressing osteoblasts stably expressing either dnCdk5 or RacV12. Immunoblots showed that unrestrained Rac1 activity due to the action of dnCdk5 or RacV12 reduced β-catenin and N-cadherin levels (Fig. 6F, top and second from top panels). Consistent with our previous observation that Pak1 is up-regulated in pRb-deficient osteoblasts (see Fig. 5A) and with the hypothesis that pRb blocks Rac1/Pak1 activity, we observed increased Pak1 levels in pRb-deficient osteoblasts compared with pRb-expressing controls (Fig. 6F, third panel from top). Furthermore, Pak1 levels were dramatically increased in pRb-expressing osteoblasts transfected with RacV12 or dnCdk5 (Fig. 6F, *third from top*). These changes are consistent with merlin phosphorylation on Ser518 in pRb-expressing osteoblasts transfected with either dnCdk5 or RacV12 and in pRb-deficient osteoblasts (Fig. 6D). Finally, we observed that blocking Rac1 activity with a dominant negative Rac1 (RacN17) opposed the effects of unrestrained Rac1 activity by partially reestablishing contact-dependent growth arrest and adherens junction formation (Fig. S4).

### Microarray studies show that pRb regulates expression of cell adhesion genes

To test whether pRb regulates cell adhesion-associated gene expression globally, we compared pRb-expressing and pRb-deficient osteoblasts in terms of gene expression patterns using microarray analysis. 

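Expression differed between pRb-expressing and pRb-deficient osteoblasts across a large part of the genes measured. Of 16308 genes tested, 6829 (41.9%) were altered at an adjusted p under 0.05 from limma, 3021 being higher and 3808 lower in pRb-deficient cultures. The signal of Rb1, which encodes pRb, was 1116 ± 9.17 (SD, n = 3 cultures) in pRb-expressing and 131 ± 10.4 (SD, n = 3) in pRb-deficient cultures, a log2 fold change of −3.09 (standard error 0.10, adjusted p = 4.94e-06 from limma). Where this probe set lies relative to the deleted exon was not examined, so its signal is no test of the deletion. All log2 fold changes are given as pRb-deficient over pRb-expressing, so a negative value means a lower signal without pRb.
MC3T3 osteoblasts are calvarial bone cells of embryonic day 18.5 mice, immortalized by serial passage. The pRb-deficient cells came from animals lacking pRb and the pRb-expressing cells from control littermates. RNA from 3 cultures of each kind was biotin-labeled and hybridized to Affymetrix Mouse Genome arrays, on which a probe set is a group of short probes for 1 transcript. The authors computed MAS5 signals on a linear scale and scaled each array to a trimmed mean of 500. Values under 32, near background, were set here to 32, since 24.4% to 26.6% of the probe sets on an array were at or below that signal. Log2 signals were then fitted with limma (empirical Bayes with an intensity trend), and p-values were adjusted by the method of Benjamini and Hochberg over the 38427 probe sets above this floor on at least 1 array. Of these probe sets, 13433 (35.0%) were altered, 6213 higher and 7220 lower in pRb-deficient cultures, and 5134 of them changed at least 2-fold. The higher ones made up 46.3% of the altered probe sets, and 51.5% with each array centred on its median. With each chromosome's median removed, a setting chosen after the data had been seen, they made up 53.1%. The excess of lower probe sets thus depends on the processing. Counts of genes use 1 probe set per gene, the one with the highest mean signal.
Log2 signals of arrays of the same group correlated at 0.974 to 0.984 and those of different groups at 0.912 to 0.917, across probe sets, which are not independent replicates. The groups also differed in sex-linked genes. Xist, the RNA that coats the inactive X chromosome in female cells, had a mean signal of 168 in pRb-expressing and 10965 in pRb-deficient cultures, while all 3 Y-linked genes measured (Eif2s3y, Kdm5d and Uty) were lower in pRb-deficient cultures. In a scan added after the data had been seen, 15 of 20 chromosomes had a median log2 fold change more than 0.2 above or below that of the other genes (adjusted permutation p = 0.0005 for each, the smallest that 2000 resamples allow). The labels call the cultures biological replicates, and the paper's text does not say whether they came from separate lines or animals, so the p-values measure only the spread between these cultures, which might be technical. Line of origin and pRb status go together on all 6 arrays.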

Microarray data were deposited with the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, accession number GSE19299), and is represented in Tables S1, S2, S3, S4, S5, S6. We used two methods to analyze the microarray data. First, using a canonical pathway database, we performed a cellular pathway analysis that showed that 8 of the top 10 cellular processes affected by pRb are related to cell adhesion, indicating a strong influence by pRb on cell adhesion (Table S1). 

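pRb-deficient osteoblasts had lower signals for most measured genes of osteoblast differentiation and of the extracellular matrix, and for the clustered protocadherins that passed the test, while 5 desmosome genes were higher. Ibsp encodes bone sialoprotein, a protein of the mineralizing matrix, and its signal was 2311 ± 506 (SD, n = 3) in pRb-expressing and 3.50 ± 4.94 (SD, n = 3) in pRb-deficient cultures, at least 71.1-fold lower, while another probe set of this gene fell from 579 to 47.1, 12.4-fold. Fgfr3, a receptor for fibroblast growth factors, fell from 1978 to 201, and Kazald1, which encodes a secreted protein of bone, had a log2 fold change of −3.97. Among matrix genes, the integrin ligand nephronectin (Npnt) fell from 16460 to 1397 and versican (Vcan) from 678 to 48.5, whereas fibulin 1 (Fbln1) rose from 78.6 to 2219 in its brightest probe set (1 of 2 others did not pass, at a log2 fold change of 0.18) and lumican (Lum) from 2083 to 8498.
Of 35 measured genes of osteoblast differentiation, in a list fixed in advance, 23 were lower, 5 were higher and 7 did not pass limma's adjusted p (24 lower and 5 higher when adjusted over the list alone). The camera test of limma, which compares a list with all other genes, gave this list an adjusted p of 0.00109, and adjusted p = 0.302 with an estimated correlation between genes in place of the preset value of 0.01. Of 57 extracellular matrix genes, 33 were lower, 11 were higher and 13 did not pass (34 lower and 11 higher adjusted over the list alone), with a camera adjusted p of 0.0178 and adjusted p = 0.609 with an estimated correlation. Among 22 clustered protocadherins, which are cadherin-related surface proteins, 11 were lower and 11 did not pass, also when adjusted over the list alone (camera adjusted p = 0.0192, adjusted p = 0.557 with an estimated correlation, and 0.0897 without pRb-deficient replicate 3). Pcdhb9 was at least 8.43-fold lower and Pcdhb15 had a log2 fold change of −2.71, and since genes of this cluster have closely similar sequences, their probes may cross-react. Of 12 desmosome genes, 5 were higher, none was lower and 7 did not pass, also when adjusted over the list alone (camera adjusted p = 0.0345, and adjusted p = 0.302 with an estimated correlation). Among the desmosome genes that rose was Jup, which encodes plakoglobin, with a log2 fold change of 1.77, and the plakophilin gene Pkp1 was at least 6.87-fold higher.
The desmosome list no longer passed with a floor of 100 (adjusted p = 0.102), with 3 other settings of low signals, without pRb-deficient replicate 2 (0.0585), or with each chromosome's median removed, a setting chosen after the data had been seen (0.125). The lists are sets of known genes and not the canonical pathways of Table S1. In all, 6 of the 15 gene lists passed camera with the preset correlation. Of the 10 splits of the arrays into 3 and 3, 4 gave at least as many, the real split included, and the highest other gave 7.
Markers of other cell types and of stress moved as well. Of 12 measured smooth muscle and pericyte markers, 4 were higher and 6 lower, of 10 mesothelial markers 4 were higher and 1 lower, of 14 chondrocyte markers 2 were higher and 5 lower, and of 13 genes of RNA quality and stress 4 were higher and 2 lower, and none of these lists passed the camera test (adjusted p from 0.489 to 0.761). Cnn1, Bnc1, Hspa1a and Jun were among the genes that rose.

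**Figure D1:**
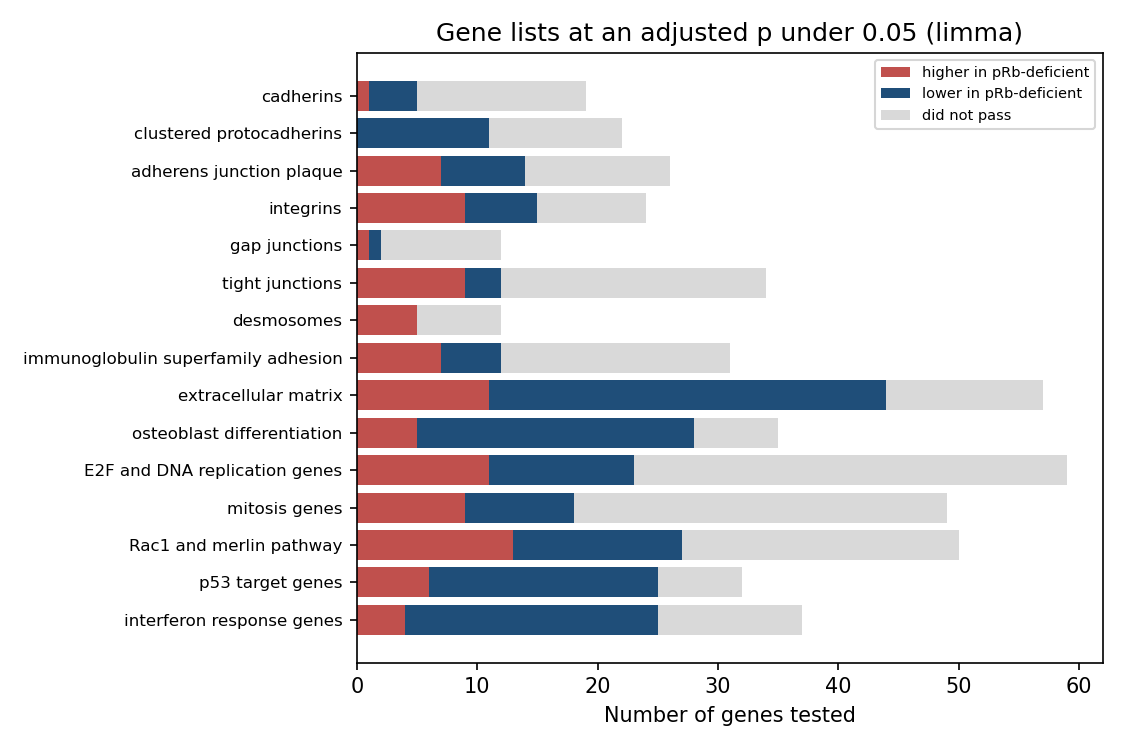
Number of genes tested in each of 15 gene lists (x axis, genes) that were higher in pRb-deficient cultures, lower in pRb-deficient cultures or did not pass an adjusted p of 0.05 from limma. Osteoblast differentiation, with 23 of 35 genes lower, and extracellular matrix, with 33 of 57 lower, have the longest lower segments, and the clustered protocadherins have no higher segment.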

Second, using the Gene Ontology database to identify cell adhesion-related genes, we obtained 1719 individual probe sets corresponding to genes involved directly or indirectly in cell adhesion. Of these, 1054 (61%) were significantly altered by pRb with a false discovery rate (FDR) of <0.0320 (FDR <0.05 is statistically significant). 

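Among the 633 probe sets that the tables list as activated by pRb, 289 passed the test here as lower in pRb-deficient cultures, and among the 421 listed as repressed, 280 passed as higher. The tables' folds come from these same signals, so the shared direction is no finding. Ly9, which encodes an adhesion receptor of lymphocytes, was among those that fell, with a signal of 269 ± 39.4 (SD, n = 3) in pRb-expressing and 4.80 ± 2.17 (SD, n = 3) in pRb-deficient cultures (at least 8.33-fold lower). Erc2, which encodes a protein of the presynaptic active zone, was among those that rose, from 9.30 ± 3.80 (SD, n = 3) to 503 ± 42.4 (SD, n = 3), at least 15.7-fold.
In all, 569 of the 1054 (54.0%) had an adjusted p under 0.05 from limma over all probe sets tested, and 616 when adjusted over the list alone. The study chose this list on the same samples, so the latter count is not independent evidence. Of the 1054, 953 had a signal above the floor on at least 1 array and could be tested. In 773 of the 1054, the 3 pRb-deficient values all lay on the same side of the 3 pRb-expressing values. Chance gives this for 10% of probe sets, but the study chose these probe sets by ranks on the same samples, so that share is no measure for them. Over the whole array, 43.0% of probe sets were separated in this way, so such separation was not particular to cell adhesion genes. The smallest two-sided p that an exact rank test of 3 against 3 cultures allows is 0.10, so no probe set can pass an unadjusted p of 0.05 by that test. The rank statistic that the methods name was run over all probe sets, with a false discovery rate from all splits of the 6 arrays. Complete separation (19383 of 45037 probe sets) then had a false discovery rate of 7.89%, so 0 probe sets were called under 5%. The paper's own run was not reproduced by this, since its tables give a q-value of 0 to the 773 separated probe sets.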

Table S2 shows cell adhesion genes activated by pRb while table S3 shows cell adhesion genes repressed by pRb. 

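Itgb3, the integrin β3 subunit, which forms vitronectin receptors, is among the genes with the largest folds in these tables. It had a signal of 499 ± 98.7 (SD, n = 3) in pRb-expressing and 8.27 ± 1.50 (SD, n = 3) in pRb-deficient cultures, at least 15.4-fold lower (adjusted p = 2.16e-05 from limma). Among genes listed as repressed by pRb, Perp, a desmosome protein and p53 target, rose from 36.3 ± 12.2 (SD, n = 3) to 2265 ± 208 (SD, n = 3), at least 60.6-fold on geometric means (adjusted p = 5.06e-06 from limma). Amph, which encodes amphiphysin, a protein of endocytosis, rose from 2.47 ± 1.25 (SD, n = 3) to 121 ± 7.80 (SD, n = 3), at least 3.76-fold (adjusted p = 0.000130 from limma). The ratios of mean signals computed here equaled the folds listed in the tables within 0.1% for all 1054 probe sets. The q-value column of the tables reads 0 for 773 probe sets, the same 773 whose groups do not overlap.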

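3 of the Gene Ontology sets in Tables S5 and S6 are given there with all their members, and their genes went both ways. Of 14 measured genes that negatively regulate cell adhesion, 6 were higher in pRb-deficient cultures, 2 were lower and 6 did not pass limma's adjusted p (7 higher and 2 lower when adjusted over the set alone). Tgfbi, a secreted matrix protein that binds integrins, rose from a signal of 87.1 ± 8.50 (SD, n = 3) to 2132 ± 576 (SD, n = 3), a log2 fold change of 4.58 (adjusted p = 1.57e-05 from limma), whereas Mia3, a protein of collagen export, fell by 1.01 on the log2 scale in its brightest probe set and by 0.68 in another that passed. A further probe set of Mia3 gave −0.68 and a dim one 0.12, and neither passed. Among 32 genes of cell-substrate adhesion, 7 were higher, 9 were lower and 16 did not pass. Itgb1bp1, which encodes a protein that binds the integrin β1 tail, rose by 0.98 on the log2 scale (adjusted p = 7.91e-05 from limma). For 8 genes that regulate cell-cell adhesion, 3 were higher, 3 were lower and 2 did not pass. Cd47, a surface protein of cell-cell contacts, fell by 0.90 on the log2 scale in its brightest probe set and passed with a fall in 2 other bright ones (by 0.90 and by 0.56), while 2 dim ones, which did not pass, gave 0.21 and 0.08. In the latter 2 sets the counts were the same when adjusted over the set alone.
With camera, adjusted over these 3 sets, the adjusted p was 0.115 for negative regulation of cell adhesion and 0.851 for each of the others. Negative regulation of cell adhesion passed camera with the mean of all probe sets. It also passed with each chromosome's median removed, a setting chosen after the data had been seen (adjusted p = 0.0390). With an estimated correlation its adjusted p was 0.277. The study picked the sets on these samples, so their direction is not independent evidence, and the members of the other sets were not analysed here.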

Other approaches such as GeneGo (Table S4), Gene Set (Table S5) and Gene Set Enrichment analyses (Table S6) also ranked cell adhesion high on the list of pRb-regulated processes. Together, these results show that pRb dramatically affects the transcription of a wide array of cell adhesion genes.

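Adhesion genes of the immunoglobulin superfamily moved in both directions. Of 31 measured genes of this family, 7 were higher in pRb-deficient cultures, 5 were lower and 19 did not pass limma's adjusted p (8 higher and 5 lower when adjusted over the list alone). The neuronal adhesion gene Nrcam rose from a signal of 15.8 ± 10.8 (SD, n = 3) to 738 ± 50.4 (SD, n = 3), at least 23.0-fold (adjusted p = 5.26e-06 from limma). Cadm1 rose from 73.7 ± 17.7 (SD, n = 3) to 496 ± 82.7 (SD, n = 3), and Alcam, the activated leukocyte cell adhesion molecule, rose from 62.6 ± 8.45 (SD, n = 3) to 329 ± 73.1 (SD, n = 3). Mpzl1, a surface glycoprotein related to myelin protein zero, fell from 1561 ± 60.1 (SD, n = 3) to 899 ± 65.1 (SD, n = 3). The list as a whole had a camera adjusted p of 0.509.
From its pathway analysis, its count of altered probe sets and its gene set analyses (Tables S1, S2, S3, S4, S5, S6), the paper concludes that pRb has a strong effect on the transcription of many cell adhesion genes.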

### qRT-PCR validated pRb regulation of several genes involved in cell adhesion

Eight up-regulated and 9 down-regulated cell adhesion genes were chosen from the microarray list of pRb-affected cell adhesion genes and validated by qRT-PCR (Fig. 7). 

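All 17 genes chosen by the study had mean signals that differed in the direction the study gives, with no overlap between the 3 pRb-expressing and the 3 pRb-deficient cultures, and 16 of them passed limma's adjusted p. Ccn5, listed as Wisp2, encodes a secreted protein of the CCN family, and its signal fell from 2770 ± 286 (SD, n = 3) to 352 ± 63.2 (SD, n = 3), 7.94-fold on geometric means (adjusted p = 2.17e-05 from limma). Rnd3, which encodes a small GTPase that opposes actin stress fibers, fell from 6787 ± 288 (SD, n = 3) to 3147 ± 808 (SD, n = 3), with an adjusted p of 0.00253 from limma. Its relative Rnd1 rose from 127 ± 17.8 (SD, n = 3) to 1359 ± 177 (SD, n = 3), 10.7-fold (adjusted p = 1.36e-05 from limma). The study chose these genes on the same samples, so the count is not independent evidence of their direction. Fig. 7 shows values from another assay on RNA of these cells, which was not analysed here.

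**Figure D2:**
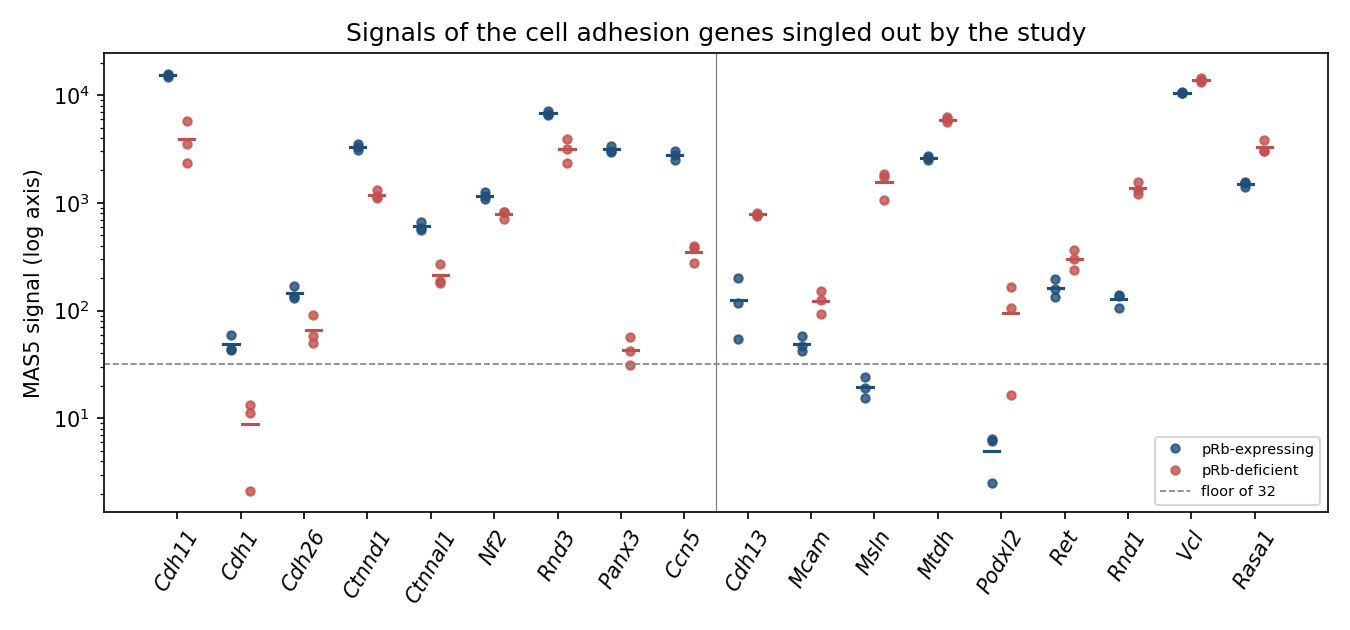
MAS5 signal (log axis) of the 17 genes chosen by the study and of Cdh11 in each culture, as points, with the mean of 3 cultures as a bar. Genes listed as activated by pRb are left of the vertical line and genes listed as repressed are right of it, and the dashed line is the floor of 32. Points of the groups do not overlap in any gene, the pRb-deficient cultures being lower on the left and higher on the right.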

Up-regulated genes chosen for validation included those coding for adherens junction components (α- and δ*-catenins, cadherin1/E-cadherin/CDH1, nf2/merlin, cadherin-26,* and *OB-cadherin*). Also chosen for validation was *pannexin 3*, a gap junction protein with tumor suppressive capacity [30]. On the other hand, pRb-repressed genes chosen for validation included cancer cell surface markers involved in promoting invasiveness and metastasis such as melanoma cell adhesion protein (*mcam)*, *mesothelin*, *metadherin*, and *podocalyxin-like 2 (podx12)*, among others [31]–[38]. 

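Among the adherens junction genes named here, the signals of the catenin genes Ctnnd1 and Ctnnal1 fell to under 0.5 of their level and the merlin gene fell less. Ctnnd1, which encodes p120 catenin, had a signal of 3289 ± 216 (SD, n = 3) in pRb-expressing and 1192 ± 99.5 (SD, n = 3) in pRb-deficient cultures (log2 fold change −1.47, standard error 0.09, adjusted p = 3.94e-05 from limma). Ctnnal1, which encodes an alpha-catenin-like protein, fell from 607 ± 54.5 (SD, n = 3) to 214 ± 51.7 (SD, n = 3), with a log2 fold change of −1.53 (standard error 0.18, adjusted p = 0.000777 from limma). Nf2, which encodes merlin, fell from 1160 ± 85.1 (SD, n = 3) to 786 ± 67.7 (SD, n = 3), with a log2 fold change of −0.56 (standard error 0.10, adjusted p = 0.00382 from limma), and of its 4 probe sets 2 passed. Cdh26 was dim, at 146 ± 21.4 (SD, n = 3) against 66.5 ± 21.8 (SD, n = 3), a log2 fold change of −1.18 (standard error 0.27, adjusted p = 0.0141 from limma).
The catenins that join cadherins to actin gave other values. Ctnnb1, which encodes β-catenin, had a log2 fold change of −0.01 (standard error 0.06, adjusted p = 0.945 from limma), and Ctnna1, which encodes α-catenin, had 0.10 (standard error 0.06, adjusted p = 0.283 from limma). Of 26 measured genes of the adherens junction plaque, 7 were higher in pRb-deficient cultures, 7 were lower and 12 did not pass (8 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.917). The junction proteins Nectin3 and Plekha7 fell by 1.38 and by 2.30 on the log2 scale, and zyxin (Zyx) rose by 1.39 in its brightest probe set, while another passed in the other direction, at −0.56 (adjusted p = 0.0144 from limma). Of 19 cadherins, 4 were lower, 1 was higher and 14 did not pass, also when adjusted over the list alone (camera adjusted p = 0.861). Cdh22 was among the lower ones, at a log2 fold change of −0.96, and Cdh13 was the higher one.
With each chromosome's median removed, a setting chosen after the data had been seen, the gene Nf2 had a log2 fold change of −0.04 (adjusted p = 0.764) and the gene Cdh26 of −0.85 (adjusted p = 0.0512), and neither passed. Under the same setting the gene Ctnnb1 had −0.28 (adjusted p = 0.0122).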

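Panx3 encodes pannexin 3, a channel protein of osteoblasts and chondrocytes, and it is among the 10 genes with the largest falls by the rule for named genes. Its signal was 3131 ± 218 (SD, n = 3) in pRb-expressing and 43.5 ± 12.7 (SD, n = 3) in pRb-deficient cultures, at least 73.6-fold lower on geometric means (adjusted p = 4.94e-06 from limma). The 3 pRb-deficient values were 56.8, 42.1 and 31.5, and the lowest pRb-expressing value was 2977. Further probe sets of this gene, 1 with a mean of 311 and 1 with 79.1 in pRb-expressing cultures, were lower too, at least 9.20-fold and at least 2.46-fold.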

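Of the 4 genes of tumor cell surface proteins named here, Msln, Mtdh and Mcam were higher in pRb-deficient cultures and Podxl2 did not pass the test. Msln, which encodes mesothelin, had a signal of 19.5 ± 4.47 (SD, n = 3) in pRb-expressing and 1551 ± 425 (SD, n = 3) in pRb-deficient cultures, at least 47.1-fold higher (adjusted p = 1.07e-05 from limma). Mtdh, which encodes metadherin, rose from 2621 ± 97.7 (SD, n = 3) to 5930 ± 297 (SD, n = 3), with an adjusted p of 3.37e-05 from limma. Mcam rose from 49.3 ± 7.97 (SD, n = 3) to 124 ± 30.5 (SD, n = 3), a dim signal, with an adjusted p of 0.00602 from limma. Podxl2 was at 5.00 ± 2.17 (SD, n = 3) against 95.1 ± 74.3 (SD, n = 3), with an adjusted p of 0.105 from limma.
Other genes that the study chose as repressed by pRb were Cdh13, Ret, Vcl and Rasa1. Cdh13, which encodes a cadherin anchored to the membrane by a lipid, rose from 124 ± 73.0 (SD, n = 3) to 781 ± 25.8 (SD, n = 3), a log2 fold change of 2.84 (adjusted p = 0.00218 from limma). The receptor tyrosine kinase gene Ret rose by 0.89 on the log2 scale in its brightest probe set (adjusted p = 0.0202 from limma), and its other probe set, which has one of the largest folds of Table S3, rose from 4.20 ± 3.06 (SD, n = 3) to 241 ± 141 (SD, n = 3), at least 6.70-fold (adjusted p = 0.00218 from limma). Rasa1, which encodes a GTPase-activating protein for Ras, rose by 1.13 (adjusted p = 0.000277 from limma) and Vcl, which encodes vinculin, by 0.40 (adjusted p = 0.00375 from limma). The gene Vcl had a log2 fold change of 0.12 (adjusted p = 0.212) with each chromosome's median removed, and the brightest probe set of the gene Ret no longer passed without any of 4 arrays, the adjusted p being 0.0648 without pRb-expressing replicate 1, 0.0604 without pRb-expressing replicate 2, 0.0664 without pRb-deficient replicate 2 and 0.0553 without pRb-deficient replicate 3. With a floor of 100 the gene Mcam had an adjusted p of 0.129, and the gene Podxl2 passed with no floor (adjusted p = 0.0108), a pseudocount of 32 (0.0349), array quality weights (0.00435), without pRb-deficient replicate 3 (0.00146) and with each chromosome's median removed (0.0362).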

All 9 of the pRb-repressed genes were validated (*P*<0.05). This was expected given that pRb is a well-characterized transcriptional repressor [39] and gives us confidence in the genes repressed by pRb. Notable among transcripts repressed by pRb according to microarray data was Pak1, validated at both the mRNA and protein levels (Figs. 5A and 5B). In contrast, only 4 of the 8 genes predicted to be up-regulated by pRb (*cadherin1/E-cadherin/CDH1, wisp2, pannexin 3, and cadherin 26*) were validated (P<0.05). *OB-cadherin* (*cadherin-11*) was validated both at the mRNA and protein levels (Figs. 3A and 3B). The other four genes (*nf2/nf2, ctnnd1, ctnnal1* and *rnd3*) were not significantly activated by pRb. This suggests that pRb could be regulating the expression of these genes acting through more complex or indirect mechanisms, for example by controlling the expression, function or DNA binding capacity of transcriptional regulators for these genes.

**Figure 7:**
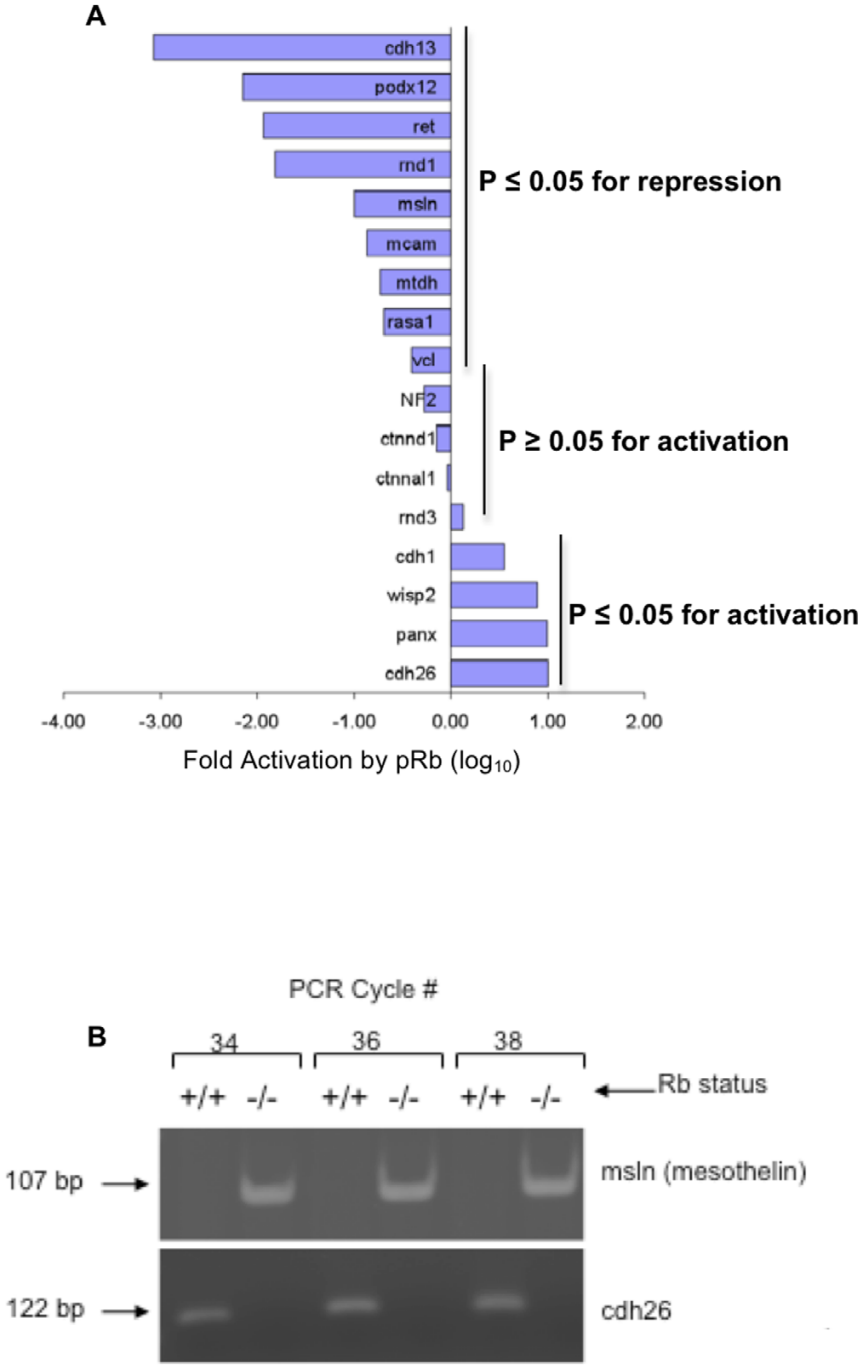
qRT-PCR verified genes identified as pRb-regulated by microarray analysis. (**A**) Eight up-regulated and 9 down-regulated genes were chosen for validation; *x*-axis represents the fold activation of gene expression in the presence of pRb (pRb+/+ osteoblasts divided by pRb−/− osteoblasts). Negative values mean the gene was repressed by pRb, while positive values indicate activation. Each bar corresponds to a different gene. All 9 genes repressed by pRb in microarray analyses were validated (*P*<0.05) while only 4 of the putative pRb-activated genes were validated (*P*<0.05). (**B**) We were unable to perform qRT-PCR on cdh26. Instead, this figure shows a semi-quantitative RT-PCR analysis of mesothelin and cdh26 levels. Results verify that cdh26 is up-regulated and mesothelin is down-regulated by pRb.

## Discussion

Carcinogenesis-associated mutations disrupt many aspects of cellular function, cell cycle control and cell adhesion being among them. This raises the possibility that the loss of intercellular adhesion leading to metastasis could also result from the functional disruption of cell cycle regulators at earlier stages of carcinogenesis. Supporting this idea, several reports correlate pRb mutational inactivation with lack of adherens junctions [8]–[10]. Our studies confirm and extend these reports by showing that abrogating pRb expression in murine osteoblasts leads to aberrant expression of surface cadherins, disruption of adherens junctions, and loss of contact-dependent growth arrest. We propose that pRb loss could contribute to tumor formation not only by leading to a breakdown in cell cycle control but also by allowing cells to circumvent the restriction imposed on their proliferation by the establishment of cell-to-cell contacts.

Osteoblastic differentiation strongly depends on cell-to-cell interactions. Osteoblasts originate from pluripotent mesenchymal stem cells that differentiate into stroma, adipocytes, myoblasts, chondroblasts, fibroblasts, or osteoblasts [40], [41]. Stem cells that commit to osteoblastic differentiation are sorted from other mesenchymal cells and align with and adhere to each other. Cadherins mediate these cell-to-cell attachments, and osteoprogenitor cells express a changing repertoire of cadherins that provide cues for their differentiation into mature osteoblasts [12], [42]. Here we showed that adherens junction loss in pRb-null osteoblasts is accompanied by abnormal expression patterns of OB- and N-cadherins, which are the predominant osteoblasts cadherins. This suggests that pRb is required to temporally regulate these changes such that expression of specific cadherins is triggered with the right timing during differentiation. pRb loss could hamper the proper homotypical intercellular contacts, resulting in defective osteoblast differentiation and function with consequent disruption of bone integrity or formation of bone tumors. The structural defects observed in the calvaria of pRb knockout mice support this hypothesis and are suggestive of osteoblasts that are incapable of adhering to each other. Given the central role that both pRb and cell-to-cell interactions play in osteoblast differentiation [4], [15], [43], we postulate that pRb's role in osteoblast differentiation could be related to its capacity to promote the proper cell-to-cell contacts among differentiating osteoblasts.

We showed that pRb-deficient cells have significantly reduced expression of OB-cadherin, which appeared among the transcripts that are up-regulated by pRb in our microarray assays, with an average fold-induction by pRb of 4.45 (P = 0.000). 

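Cdh11, which encodes OB-cadherin, was among the brightest genes in pRb-expressing osteoblasts and fell in each pRb-deficient culture. Its signal was 15251 ± 483 (SD, n = 3) in pRb-expressing and 3887 ± 1761 (SD, n = 3) in pRb-deficient cultures, and the mean of the former was 3.92 times that of the latter. The log2 fold change was −2.07 (standard error 0.29, adjusted p = 0.00167 from limma). A further probe set of this gene gave a log2 fold change of −2.44 (adjusted p = 0.00154 from limma), and its mean signal was 4.98 times as high in pRb-expressing cultures.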

We also found cadherin1/E-cadherin/CDH1 to be up-regulated by pRb. There is a precedent for transcriptional regulation of cadherins by pRb. It has been shown that pRb up-regulates transcription of the *cadherin1/E-cadherin/CDH1* gene via an interaction with the AP-2 transcription factor, a well-known pRb-binding partner and transcriptional co-activator [44]. Supporting this, we found *cadherin1/E-cadherin/CDH1* to be dramatically up-regulated by pRb in our microarray assays, with an average fold-induction of 11.83 over pRb-null cells (P = 0.000, validated by qRT-PCR). However, it remains to be clarified whether other genes found in our microarray studies to be up- or down-regulated by pRb are targets of known pRb binding proteins and transcriptional co-regulators such as AP-2 and E2F. On the other hand, the increase in N-cadherin observed in pRb-deficient osteoblasts is more difficult to explain. 

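Cdh1, which encodes E-cadherin, the main cadherin of epithelia, had signals near background in both groups. Its signal was 48.9 ± 9.27 (SD, n = 3) in pRb-expressing and 8.90 ± 5.97 (SD, n = 3) in pRb-deficient cultures, and the ratio of these means was 5.49. All 3 pRb-deficient values were under the floor of 32, so the fall is given as at least 1.51-fold (log2 fold change −0.60, standard error 0.16, adjusted p = 0.0247 from limma). The call was lost when a pRb-deficient array was left out, with an adjusted p for the gene Cdh1 of 0.0616 without replicate 1, 0.0773 without replicate 2 and 0.0647 without replicate 3.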

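Cdh2, which encodes N-cadherin, had a signal of 2452 ± 143 (SD, n = 3) in pRb-expressing and 2225 ± 223 (SD, n = 3) in pRb-deficient cultures, and this difference did not pass the test. The log2 fold change was −0.14 (standard error 0.09, adjusted p = 0.284 from limma). A second probe set of this gene gave a log2 fold change of 0.04 (adjusted p = 0.804 from limma). With each chromosome's median removed, a setting chosen after the data had been seen, the gene Cdh2 had a log2 fold change of −0.43 (adjusted p = 0.0124).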

N-cadherin did not appear among the transcripts regulated by pRb in our microarrays, suggesting that a regulation of N-cadherin by pRb is indirect via other factors. However, this change in cadherin expression is strikingly reminiscent of the cadherin switch occurring during the epithelial-to-mesenchymal transition (EMT) that is part of oncogenic transformation. Indeed, pRb abrogation in several epithelial cell lines has been shown to induce changes associated with an EMT, including such a cadherin switch in which cadherin1/E-cadherin/CDH1 is replaced by N-cadherin [45]-[47]. While a cadherin switch in epithelial cells could trigger metastasis, a similar switch in osteoblasts could profoundly disrupt bone morphogenesis and promote osteosarcoma formation by affecting the cell-to-cell interactions that drive osteogenic differentiation. Our data showing a switch from OB- to N-cadherin upon pRb loss are fully consistent with other reports and lend credence to the hypothesis that pRb could prevent cancer spreading and metastasis by promoting cell-to-cell adhesion.

pRb appears to have a global influence on cell adhesion beyond the control of cadherin genes. Our microarrays show that pRb controls expression of a wide range of cell adhesion genes, thus having a strong influence over cellular processes related to adhesion. We observed that pRb promotes the expression of genes involved in the promotion of adhesion of differentiated cells while repressing the expression of genes associated with invasiveness and metastasis and whose products could be used by cancer cells to engage in transient interactions along their migration pathways. Furthermore, our microarray data show that pRb up-regulates the expression of genes coding for proteins involved in several types of interactions between the cell and its surroundings, such as integrins and gap and tight junction proteins.

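Integrins, gap junction and tight junction genes went both ways, and among those that passed the test more integrins and tight junction genes were higher than lower in pRb-deficient cultures. Of 24 measured integrin genes, 9 were higher, 6 were lower and 9 did not pass limma's adjusted p, also when adjusted over the list alone. Itgb3, which has the lowest adjusted p of the integrins, was among the lower ones. Itgb8, the integrin β8 subunit, rose from a signal of 56.2 ± 14.4 (SD, n = 3) to 951 ± 226 (SD, n = 3) and Itgb7, an integrin subunit of leukocytes, from 35.9 ± 23.6 (SD, n = 3) to 798 ± 78.2 (SD, n = 3). Itga5, a subunit of the fibronectin receptor, rose by 1.21 on the log2 scale (adjusted p = 0.000130 from limma).
Of 12 gap junction genes, 1 was higher, 1 was lower (Panx3) and 10 did not pass, also when adjusted over the list alone. The higher one, Gja1, encodes a connexin, the main gap junction protein of osteoblasts, and its signal rose from 3613 ± 217 (SD, n = 3) to 11576 ± 1135 (SD, n = 3), a log2 fold change of 1.68 (adjusted p = 2.81e-05 from limma); 1 of its 6 probe sets did not pass, at 0.32. Of 34 tight junction genes, 9 were higher, 3 were lower and 22 did not pass, also when adjusted over the list alone. F11r, which encodes junctional adhesion molecule A, rose from 83.3 ± 33.6 (SD, n = 3) to 911 ± 114 (SD, n = 3), Igsf5 from 37.5 ± 24.6 (SD, n = 3) to 396 ± 72.6 (SD, n = 3) and Cgnl1, which encodes a cingulin-like protein, from 679 ± 22.1 (SD, n = 3) to 3421 ± 592 (SD, n = 3) in its brightest probe set. The 3 that fell, named after their values were seen, were Tjp1, which encodes the scaffold protein ZO1, Jam3 and the dim Cldn16, with log2 fold changes of −0.44 and −0.53 for the first 2 and a fall of at least 1.81-fold for Cldn16.
The camera adjusted p was 0.509 for integrins, 0.917 for gap junctions and 0.233 for tight junctions.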

Our data also suggest a model integrating pRb, Rac1, Pak1, and merlin in adherens junction assembly (Fig. 8). pRb could promote adherens junction assembly by regulating the expression of adherens junction genes and/or by repressing Rac1 activity. pRb can repress Rac1 by down-regulating Pak1 levels or, alternatively, via Cdk5, a known Rac1 repressor [19], [20], [28], [29]. Since Cdk5 activity can be triggered by pRb in osteoblasts [19], [20], we used dnCdk5 as an additional tool to induce unrestrained Rac1 activity, and it yielded results that are indistinguishable from pRb deletion or transfection with RacV12. However, we have no conclusive data showing that Cdk5 intervention is necessary for the pRb-dependent repression of Rac1/Pak1.

**Figure 8:**
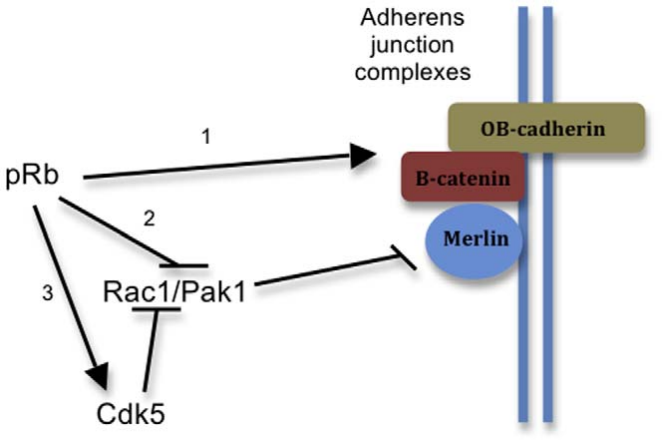
Possible mechanisms by which pRb could regulate cell adhesion. pRb regulates transcription of adherens junction and cell adhesion genes (*1*). pRb also regulates cell adhesion by repressing Rac1, a repression that allows merlin activation and adherens junction assembly. pRb achieves this by down-regulating the expression of Pak1 (*2*) or by activating Cdk5 (*3*). The relevance of (*3*) for the pRb-mediated assembly of adherens junctions is still unclear.

Although we have shown that abrogating pRb function in osteoblasts has a disruptive effect on cell adhesion, it remains to be established whether altering the function of upstream components of the pRb pathway such as CDK4, cyclin D, and p16ink4a, will have similar consequences for intercellular adhesion. At this moment it is unclear whether a function on cell adhesion is unique for pRb or if it is shared with other components of the pRb pathway or even with the other pocket proteins p107 and p130. This is an important question that must be addressed in follow-up studies since mutations in CDK4, cyclin D, and p16ink4a are linked to the molecular etiology of a wider spectrum of human tumors than mutational inactivation of pRb itself [48]. Given the intimate functional interrelatedness among these proteins, it would be expected that loss of p16ink4a with concomitant pRb inactivation, for example, would be functionally equivalent to pRb loss. Interestingly, studies on the molecular etiology of lung cancer have shown that the consequences of mutating pRb could differ profoundly, both biochemically and in terms of phenotype, from the consequences of mutating p16ink4a. For example, although it is accepted that inactivation of only one component of the pRb pathway is required for lung tumorigenesis, the subset of tumors that arises as a consequence of pRb loss is different from the one that arises due to p16ink4a loss [48]. This illustrates that inactivating different components of the same pathway does not necessarily results in the same phenotype.

In summary, this study contributes to the characterization of a non-traditional role for pRb as a regulator of cell adhesion and provides mechanistic insights for this role. Conceptually, a dual role for pRb as a regulator of both cell cycle progression and adherens junction assembly could be of central importance in the orchestration between cell proliferation and cell adhesion, an orchestration that may be pivotal for tissue morphogenesis. A disruption of pRb function with the resulting breakdown of this orchestration could be at the core of the molecular etiology of some human cancers. This dual role for pRb implies that pRb inactivation could play a significant role not only during initial tumor formation by extending the replicative capacity of mutant cells but also at later stages of tumorigenesis, by disrupting cell-to-cell interactions consequently leading to metastasis. This dual role for pRb could contribute to what has been described by some cancer researchers as “the hope to achieve an understanding of the complex process of neoplastic transformation at the cellular level in terms of a small number of genetic changes” [49].

## Materials and Methods

### Ethics statement

All animal studies were conducted using procedures approved by the Institutional Animal Care and Use Committee of Tufts University & Tufts Medical Center and covered under protocol number B2009-124.

### Animals

The flox19-RB1 mice were obtained from the laboratory of Doug Hanahan (San Francisco, CA) and maintained in a C57BL/6 background. 2.3- and 3.6-Col1a1-Cre transgenic mice were obtained from the laboratory of Barbara Kream (Farmington, CT). The F1 RBf19/WT;Col1a1-Cre mice were self-crossed and the resulting F2 mice were used in our studies.

### Calvarial cell preparation and cultures

Primary osteoblasts were isolated from embryonic day 18.5 (E18.5) mice calvarial bone. Briefly, calvariae (topmost skull bones) were removed, rinsed with PBS, and digested in 0.05% Trypsin/EDTA plus 0.1% collagenase P (Boehringer Mannheim) at 37°C with shaking. Cell suspensions were collected from the digestion reaction at 10-min intervals and centrifuged at 1,600 g for 5 minutes. The resulting cell pellet was resuspended in minimum essential medium-alpha (α-MEM) (GIBCO®/Invitrogen) supplemented with 10% fetal bovine serum (FBS, Invitrogen) and 1% penicillin-streptomycin (Sigma), and plated in 6-cm culture plates. Osteoblast differentiation was induced by culturing them in the presence of 0.01 M β-glycerophosphate, 100 mM I-ascorbic acid and 0.1 µM dexamethasone (Sigma). 3T3-immortalized osteoblasts (MC3T3 cells) were obtained by culturing primary osteoblasts using the 3T3 protocol, in which 3×10^5^ cells were plated in 6-cm culture plates and passaged every 3 days. The population doubling level during each passage was calculated according to the formula log (final cell number/3×10^5^)/log2. MC3T3 cells were maintained in α-MEM supplemented with 10% FBS and 1% penicillin-streptomycin.

### Plasmids and transfections

Plasmids pEBG-RacV12 and pEBG-RacN17 (from the laboratory of John Blenis) have been previously described [50]. Plasmid pCDNA3-dnCdk5 was a gift from Li-Huei Tsai. MC3T3 cells were transfected at 70-80% confluence with FuGENE® (Roche) following manufacturer's specifications, selected with 0.5 µg/ml puromycin, and maintained under selection medium for the duration of the experiments.

### Growth curves

Cells were plated in triplicate at an initial density of 10^5^ cells per 6-cm culture plate. Cells were trypsinized and counted on a weekly basis for 3 consecutive weeks.

### Focus and colony assays

To determine focus formation, MC3T3 cells were plated at a density of 10^5^ cells per 6-cm culture plate, grown to confluence, and maintained without splitting for 14–21 days. Medium was changed every 3 days. Cultures were then rinsed with PBS and stained with 4 mg/ml crystal violet in 10% methanol. For colony formation in soft agar, MC3T3 cells were plated at the same density as described above in 0.4% Sea Plaque® low-gelling temperature agarose (American Bioanalytical) in α-MEM supplemented with 10% FBS. The number of colonies per visual field was scored 21 days later.

### Tumorigenicity assay

For *in vivo* tumor formation, 1×10^6^ MC3T3 cells were injected into flanks of 4- to 6-week-old SCID/NCr (BALB/C) female mice (National Cancer Institute). Three mice were used for each cell type tested. Tumor formation was scored 3 weeks after injection.

### BrdU immunocytochemistry

Cells grown in chambered tissue culture slides were cultured for 24 h in the presence of 10 µM BrdU before being processed for BrdU immunocytochemistry at various time points. We used the BrdU in situ detection kit (BD Pharmingen), according to manufacturers specifications. Briefly, cells were fixed for 15 minutes in 2% paraformaldehyde/0.2% glutaraldehyde in PBS and permeabilized for 30 minutes in 1% bovine serum albumen (BSA)/0.2% Triton X-100 in PBS, followed by incubation in BD Retrieve Antigen solution A at 89°C for 10 minutes. Chamber slides were cooled to room temperature, washed 3 times with PBS, and incubated for 1 h at room temperature with biotinylated anti-BrdU antibody diluted 1∶10 in 1% BSA/0.2% Triton X-100 in PBS. Slides were then washed 3 times in PBS and incubated for 30 minutes at room temperature with streptavidin-conjugated Alexa 499 diluted 1∶20 in 1% BSA/0.2% Triton X-100 in PBS. Slides were washed again 3 times with PBS, counterstained with Hoechst 33258 for 1 minute, rinsed 5 times with distilled water, and mounted in Fluoromount-G (Southern Biotech).

### Alizarin red-S staining of coronal skull sections and osteoblast cultures

Paraffin-embedded skull coronal sections obtained from E18.5 mice were deparaffinized by heating at 58°C–60°C for 30 minutes, followed by three 2-min washes in xylene. Sections were rehydrated with a series of washes of 100%, 95%, 70%, and 50% ethanol, followed by a final wash in distilled water. They were then stained in a 0.5% alizarin red-S solution (pH 4.2) for 5–30 minutes, rinsed 3–5 times with distilled water, allowed to air-dry, and mounted with Cytoseal 60 (Stephens Scientific). Staining of cultures was done by incubating in 0.5% alizarin red-S solution for 5 minutes, followed by rinsing with distilled water and air-drying.

### Western immunoblotting

Protein expression was detected by immunoblotting following standard procedures. Cells were lysed in 100–200 µL of ELB (50 mM HEPES, pH 7.2, 250 mM NaCl, 2 mM EDTA, 0.1% NP-40, 1 mM dithiothreitol) plus protease and phosphatase inhibitors (1 mg/ml of aprotinin, 1 µg/ml of leupeptin, 100 µg of phenylmethylsulfonyl fluoride, 4 mM sodium orthovanadate, 2 mM sodium pyrophosphate). Lysate protein concentration was determined by BioRad protein assay. For immunoblotting, 50-100 µg of protein were separated by SDS-PAGE, transferred to nitrocellulose, and immunoblotted with the indicated primary antibody. Secondary antibodies used were horseradish peroxidase-conjugated donkey anti-mouse or donkey anti-rabbit (Jackson Immunosciences). For immunoprecipitations, protein lysates (100–200 µg) were immunoprecipitated with the indicated antibody overnight at 4°C, protein A-sepharose CL-4B beads (30 µL Amersham Biosciences) were added for 1 h, and following centrifugation beads were then washed four times with ELB lysis buffer and separated by SDS-PAGE. For calf intestinal phosphatase (CIP) treatment, protein lysates (50 µg) were treated with 50 units of CIP overnight at 37°C and then separated by SDS-PAGE. The CIP inhibitors used were 20 mM Na_3_VO_4_, 2 mM sodium pyrophosphate, and 40 mM sodium fluoride.

### Immunofluorescence

Cells grown in chambered culture slides were rinsed 3 times with cold PBS, fixed in methanol for 10 minutes on ice, and allowed to air-dry. After another rinse in PBS, cells were blocked with 10% BSA in PBS for 30 minutes at 4°C, rinsed again in PBS, incubated for 1 h at room temperature with primary antibody diluted 1∶100 in PBS containing 1% BSA and 0.2% Triton X-100, and then briefly rinsed with cold PBS and incubated for 1 h at room temperature with either Alexa Fluor 546-conjugated goat anti-rabbit or Alexa Fluor 488-conjugated goat anti-mouse secondary antibody (Molecular Probes) diluted 1∶200 in PBS. DNA was stained with Hoechst 33258 for 1 minute. Cells were then rinsed 5 times with distilled water and mounted with Fluoromount-G. We used a Nikon Eclipse 80i microscope to observe slides and a SPOT RT KE camera using the SPOT software version 4.1 for Mac for image acquisition.

### Small interfering RNA

A short hairpin-interfering RNA targeting the *RB* gene (*RB*-shRNA) was designed and cloned using the siSTRIKE U6 Hairpin Cloning System from Promega, following manufacturer's instructions. We used the siRNA Target Designer (www.promega.com/siRNADesigner/) to design oligonucleotides using the *RB* gene as the input sequence. The following oligonucleotides targeting position 3168–3186 within the *RB* gene were synthesized (Integrated DNA Technologies): 5′-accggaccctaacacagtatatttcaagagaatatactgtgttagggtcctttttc-3′ and 5′-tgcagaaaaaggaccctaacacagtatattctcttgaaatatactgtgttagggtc-3′. Oligonucleotides were annealed, ligated and cloned in the psiSTRIKE™ vector. Constructs were transfected as described above.

### Immunohistochemistry

E18.5 skull coronal sections were deparaffinized and rehydrated as described above. After rehydration, tissue sections were incubated for 30 minutes in 0.3% H_2_O_2_ in PBS to inactivate endogenous peroxidase activity, incubated for 15 minute at 37°C in 4 N HCl for antigen retrieval, blocked for 1 h at room temperature in 3% BSA in PBS, and then incubated with primary antibody in a humid chamber for 3 h at room temperature. Primary antibodies were diluted 1∶100 in 3% BSA in PBS. Tissue sections were then washed 3 times in PBS and incubated for 2 h at room temperature with horseradish peroxidase-conjugated donkey anti-mouse or donkey anti-rabbit secondary antibodies (Jackson Immunosciences), followed by 4–5 washes in PBS and then incubated with 3,3′-diaminobenzidine in 0.05 M Tris-HCl (pH 7.6) for 5–30 minutes until the appearance of a dark brown precipitate, followed by hematoxylin counterstaining for 1 minute and 3–4 washes in distilled water. Tissue sections were then allowed to air dry for 5 minutes and mounted with Cytoseal 60. Antibodies used for immunoblotting, immunofluorescence, and immunohistochemistry were anti-β-catenin (H-102 Santa Cruz, sc-7199), anti-N-cadherin (BD Transduction Laboratories, #610920), anti-pRb (BD Pharmingen, #554136), anti-PAK (N-20 Santa Cruz, sc-882), anti-Rac1 (C-11 Santa Cruz, sc-95), anti-OB-cadherin (H-50 Santa Cruz, sc-28643), anti-ezrin (H-276 Santa Cruz, sc-20773), anti-merlin (C-18 Santa Cruz, sc-332; and A-19, Santa Cruz, sc-331), anti-α-tubulin (Oncogene, #CP06), and anti-GAPDH (Calbiochem #CB1001). The merlin phospho-specific antibody was provided by Joseph Kissil.

### Quantitative real-time RT-PCR

Total RNA was extracted and purified using the RNeasy kit (Qiagen, Valencia, CA), followed by DNase treatment. One µg of RNA was reverse transcribed using the iScript cDNA synthesis kit (BioRad, Hercules, CA), according to manufacturer's instructions. Pak1, Rac1, OB-cadherin, N-cadherin, and β-catenin mRNA expression levels were determined using TaqMan® Assay (Applied Biosystems, Carlsbad, CA). Briefly, 50 ng of cDNA were subjected to 50 cycles of quantitative PCR in an iCycler (BioRad) using TaqMan® Universal Mastermix according to the manufacturers' instructions. Samples were normalized to the GAPDH reference gene and relative expression levels of all genes were determined using the ^ΔΔ^Ct method. TaqMan® assays used for these studies were: Pak1 (Mm0044612_m1), Rac1 (Mm00488847_m1), OB-cadherin (Mm00515462_m1), N-cadherin (Mm00483213_m1), β-catenin (Mm00499427_s1), and GAPDH (Mm00483213_m1).

### Sample processing for microarray analysis

A mouse genome 430 2.0 microarray chip was used for this study. Five micrograms of total RNA from each sample were processed for microarray analysis. Samples were generated and processed in triplicate. Poly(A) RNA was converted to cDNA and then amplified and labeled with biotin as described by Van Gelder et al. [51]. Hybridization with the biotin-labeled RNA, staining, and scanning of the chips followed the prescribed procedure outlined in the Affymetrix technical manual. Microarray data are MIAME compliant and the raw data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/), which is a MIAME compliant database as detailed in the MGED Society website (http://www.mged.org/Workgroups/MIAME/miame.html). Accession number for our microarray data is GSE19299.

### Microarray data analysis

Scanned output files were visually inspected for hybridization artifacts and then analyzed using Affymetrix Microarray 5.0 software. Signal intensity was scaled to a trimmed mean intensity of 500 (MAS5) prior to output. Microarray data quality, checked by Chip-wise Correlation Plot [52], was found to be satisfactory. Statistical analyses for individual genes and pathways were performed on 1719 cell adhesion-related genes (Gene Ontology database, http://www.geneontology.org) as well as the Chip-wise genes. MetaCore (version 5.3 build 18499, GeneGo, Hollywood, FL), SAM and SAM-GSA software (http://www-stat.stanford.edu/~tibs/SAM/), and Gene Set Enrichment Analysis (GSEA, http://www.bioconductor.org/) were used to analyze individual genes and gene sets. For individual genes, tests of statistical significance between wild-type and pRb-deficient samples were conducted using Wilcoxon tests; permutation number was set to no less than 500, false discovery rate (FDR) was strictly set under 5%, and fold change was used to determine the quantity of genes included in the final outcome. Annotations of multiple gene databases were downloaded from the Affymetrix website according to the chip model (see supplemental materials). Genes of interest were selected from output genes. We determined qPCR assay eligibility by using UCSC genome browser to confirm specific position, transcriptional direction and consensus of multiple databases, including RefSeq, Uniprot, GenBank, and Comparative Genomics. Target gene sequences for qPCR were obtained from NetAffx module of Affymetrix website. For cellular pathway analysis, MetaCore is based on hypergeometric distribution, SAM-GSA uses “Maxmean” statistic, and GSEA uses modified Kolmogorov-Smirnov statistic. Gene sets were retrieved from http://www.broad.mit.edu/gsea/msigdb/collections.jsp, and biological process ontology subset was selected based on information described in http://www.geneontology.org/GO.process.guidelines.shtml.

### Validation of microarray data

Microarray data were validated with quantitative real-time quantitative PCR (qRT-PCR), performed using the BioRad iQ SYBR Green Supermix on a MyiQ Single Color real-time PCR detection system. Primers used are available upon request. Selected genes from the microarray analysis were validated by qRT-PCR. Briefly, RNA prepared for microarray from MC3T3 Rb+/+ and MC3T3 Rb−/− cells was reverse transcribed using iScript cDNA synthesis kit from BioRad. The cDNA was diluted 1∶30 and qRT-PCR was performed with 1.5–3.0 µL cDNA in a 25-µL final volume in triplicates on 96-well plates, using BioRad SYBR green on the MyiQ PCR detection system. We used the following mouse primer pairs: cdh13, 5′-cagaatcaatgagaacacagg-3′ (f) and 5′-atcacaatgacttccagagg-3′ (r); podxl2, 5′-tgggaagaagaggaactaaa-3′ (f) and 5′-ctcagtcaggtctgggaag-3′ (r); ret, 5′-tggcacacctctgctctatg-3′ (f) and 5′-gcggatccagtcattctcat-3′ (r); rnd1, 5′-tgtcccaccagaagcaggcaccca-3′ (f) and 5′-cggaagtgaaagccgagccctccaggt-3′ (r); msln, 5′-aggatagccttgtgggtag-3′ (f) and 5′-aacgagattcccttcaccta-3′ (r); cdh26, 5′-tgggatggcaacgaggaggg-3′ (f) and 5′-acaacgacgaggctatgggc-3′ (r); panx3, 5′-cccccaagtccccattctcagcagc-3′ (f) and 5′-tgcggtcaggcagcagggca-3′ (r); wisp2, 5′-gtggtgctgtgtgcctctt-3′ (f) and 5′-aaggtctccccatccaggta-3′ (r); *cadherin1/E-cadherin/CDH1*, 5′-gctggaccgagagagttacc-3′ (f) and 5′-tgttgtgctcaagccttcac-3′ (r); rnd3, 5′-cgtccgtccactctcttaccca-3′ (f) and 5′-tgcagcccaccaacagcatc-3′ (r); ctnnal1, 5′-tggcgagggctgtgcttgaa-3′ (f) and 5′-tccgtgaccttctccagggc-3′ (r); ctnnd1, 5′-agactgggctattctctgtg-3′ (f) and 5′-gggcaggataaaaagtaagg-3′ (r); nf2, 5′-ggggctaagagacccagaac-3′ (f) and 5′-aagaaccaggtttcccgaag-3′ (r); vcl, 5′-gcacatctgacctactgctt-3′ (f) and 5′-ccactacctctgccactgta-3′ (r); rasa1, 5′-gcgtttttcttcactctcag-3′ (f) and 5′-cgccttctatcttctactgg-3′ (r); mtdh, 5′-gttaccaccgagcaacttac-3′ (f) and 5′-agattttcattcagccttga-3′ (r); mcam, 5′-aaactggtgtgcgtcttct-3′ (f) and 5′-tactggctgcttttcctct-3′ (r).

## Supporting Information

Figure S1 pRb-deficient osteoblasts show traits of the transformed phenotype. (a) To determine if pRb-deficient MC3T3 osteoblasts are able to form tumors in vivo, 1×106 cells were injected subcutaneously into SCID/NCr BALB/C mice. Three weeks after injection, mice injected with pRb-deficient MC3T3 osteoblasts developed highly vascularized tumors (arrow), while no tumors were apparent in mice injected with pRb-expressing MC3T3 controls. (b) While pRb-expressing MC3T3 osteoblasts were unable to grow in soft agarose and remained as single cells (left), pRb-deficient MC3T3 osteoblasts were able to proliferate to form cell colonies in soft agar (right), indicating that they have the capacity to grow in an anchorage-independent manner. Magnification is 10X, bar = 20 µm.
(6.32 MB TIF) Click here for additional data file.

Figure S2 Knock-down of endogenous pRb in pRb-expressing osteoblasts disrupts adherens junctions. A DNA construct encoding a short hairpin-interfering RNA targeting the mouse RB gene (RB-shRNA) was cloned into an expression vector. pRb-expressing MC3T3 cells were then transfected with this construct followed by selection of stable transfectants. (a). Phase contrast micrographs at 4x showing that pRb-expressing MC3T3 in which pRb expression is suppressed by RB-shRNA (right) grow to a higher cell density when compared to pRb-expressing MC3T3 cells transfected with control vector (left). Bar = 2 µm. (b) Immunocytochemical localization of pRb and β-catenin in pRb-expressing MC3T3 osteoblasts transfected with control vector (left) showed nuclear immunoreactivity for pRb (green) and membrane-associated immunoreactivity for β-catenin (red). Immunocytochemical analysis of pRb-expressing MC3T3 cells transfected with the RB-shRNA (middle) showed a strong correlation between pRb and β-catenin expression in these cultures, pRb and β-catenin expression being undetectable in the same cells. Total nuclei stained with DAPI (blue) are shown in the right panel, magnification is 100×, bar = 1 µm.
(6.53 MB TIF) Click here for additional data file.

Figure S3 pRb regulates merlin folding in human osteoblasts. To determine if pRb expression is necessary and sufficient to promote merlin activation, we investigated merlin-tubulin interactions in the pRb-deficient osteosarcoma cell line Saos-2. Saos-2 cells were transfected with either control vector (CV) or with a vector transducing pRb. Cells transfected with control vector and pRb-transfected cells were cultured for 2, 5, 7, and 10 days following transfection and harvested to obtain whole protein lysates. Merlin was immunoprecipitated from these lysates using a merlin-specific antibody, followed by immunoblot analysis using antibodies against merlin and α-tubulin. Merlin is predominantly co-immunoprecipitated with α-tubulin in CV-transfected cells, while this interaction is significantly diminished as early as 2 days after pRb reintroduction, suggesting that merlin is activated soon after pRb reintroduction into Saos-2 cells.
(6.53 MB TIF) Click here for additional data file.

Figure S4 Blocking Rac1 activity reestablishes adherens junction formation and contact-dependent growth arrest. In these experiments, pRb-expressing osteoblasts stably expressing dnCdk5 were transfected with either a control vector or a dominant negative Rac1 (RacN17), followed by selection of stable transfectants. A–B. Phase contrast photomicrographs at 4× magnification (bar = 2 µm) (A) and growth curve analysis (B) showing that pRb-expressing osteoblasts stably expressing dnCdk5 and RacN17 grew in culture to a lower cell density than dnCdk5-expressing osteoblasts transfected with control vector (CV). In each graph each data point represents the mean of three independent experiments ± standard error. (c) Immunocytochemical localization of β-catenin showing that its membrane-associated localization is partially reestablished in pRb-expressing osteoblasts expressing both dnCdk5 and RacN17. Magnification is 100×, bar = 1 µm. (d) Crystal violet staining showing reduced number of foci in pRb-expressing osteoblasts expressing both dnCdk 5 and RacN17.
(2.30 MB TIF) Click here for additional data file.

Table S1 pRb deficiency dramatically affects the expression of genes involved in cell adhesion pathways in osteoblasts. MetaCore cellular pathway analysis in conjunction with the Canonical Pathway database from GeneGO Inc. were used to determine which canonical pathways are statistically affected by pRb deficiency. This analysis allowed us to determine the relative position of cell-adhesion-related cellular pathways within all the cellular pathways regulated by pRb. Analyses based on the GeneGO database yielded 139 cellular processes (out of 289 total cellular processes) that were significantly affected by pRb expression (P>0.05 and false discovery rate (FDR) <0.0175). Remarkably, 8 of the top 10 cellular processes affected by pRb expression are all related to cell adhesion. Blue shading indicates the cut off of statistical significance. This table summarizes results from several microarray analyses, all of which indicate that pRb dramatically affects expression of genes involved in cell adhesion. It is noteworthy that cell cycle does not appear prominently in the pathways regulated by pRb in these cells. This may not come as a surprise as the cell lines used (pRb-expressing and pRb-deficient) were harvested during the proliferative phase of growth, thus minimizing the well-known effects of pRb on cell cycle progression.

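Genes of DNA replication and of mitosis went up and down in about equal numbers. Of 59 measured E2F and DNA replication genes, 11 were higher in pRb-deficient cultures, 12 were lower and 36 did not pass limma's adjusted p, also when adjusted over the list alone. Dut, which removes uracil precursors from DNA synthesis, rose from a signal of 1402 ± 6.97 (SD, n = 3) to 3724 ± 74.4 (SD, n = 3) in its brightest probe set, while a dimmer one did not pass, at a log2 fold change of 0.20. Pole, a replicative DNA polymerase subunit, rose by 1.16, the primase subunit Prim1 by 0.91 and the licensing factor Cdt1 by 0.63 on the log2 scale. Of 49 mitosis genes, 9 were higher, 9 were lower and 31 did not pass (9 higher and 10 lower when adjusted over the list alone). Cks2 and the condensin subunit Smc4 rose by 1.26 and 0.74 on the log2 scale, while the condensin subunit Smc2 fell by 1.06 and the kinetochore protein Cenpf fell by 1.07. Both lists had a camera adjusted p of 0.861. Neither passed with an array left out, but the direction of the test varied. Without pRb-deficient replicate 1 both were higher in pRb-deficient cultures (adjusted p = 0.0834 for mitosis, 0.218 for E2F and DNA replication). Without pRb-deficient replicate 3 both were lower (0.318 and 0.466).
Regulators upstream of pRb and its relatives differed gene by gene. Cdkn2a, which encodes p16INK4a and p19ARF, had a signal of 54.0 ± 14.9 (SD, n = 3) in pRb-expressing and 914 ± 281 (SD, n = 3) in pRb-deficient cultures (adjusted p = 8.39e-05 from limma). Its neighbours Mtap and Cdkn2b were likewise near background in pRb-expressing cultures alone in their brightest probe sets. Another probe set of Mtap had a mean of 129.9 in pRb-expressing cultures. Cdk4 rose by 0.40 (adjusted p = 0.00190 from limma) and the cyclin D1 gene Ccnd1 fell by 0.57 (adjusted p = 0.00249 from limma) on the log2 scale. Rbl1, which encodes p107, fell by 0.45 in its brightest probe set (adjusted p = 0.0102 from limma), while another, which did not pass, went the other way, with a log2 fold change of 0.44. Rbl2, which encodes p130, fell by 0.33 (adjusted p = 0.0230 from limma). E2f1 had a log2 fold change of −0.08 (adjusted p = 0.691 from limma). With each chromosome's median removed, a setting chosen after the data had been seen, the gene Ccnd1 had −0.24 (adjusted p = 0.0848) and the gene Rbl1 −0.12 (adjusted p = 0.373; 0.0520 with each array centred on its median), and the gene Rbl2 no longer passed with each array centred on its median (adjusted p = 0.0939), with the replicate number as a block (0.0653), or without any of 3 arrays, the adjusted p being 0.0934 without pRb-expressing replicate 1, 0.0695 without pRb-expressing replicate 3 and 0.0511 without pRb-deficient replicate 2.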

(0.26 MB XLS) Click here for additional data file.

Table S2 Cell Adhesion Related Genes Positively Regulated by Rb. 

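Each line of this table and of Table S3 is a probe set, with a fold and a q-value. The fold is the ratio of the mean MAS5 signals of the 2 groups, and the q-value is the false discovery rate, in percent, at which the probe set would be called. The q-value column reads 5.27% for 179 probe sets, of which 1 was altered here by limma's adjusted p. A fold of a mean near background can be large while its signals are small. A probe set of the protocadherin gene Pcdhb15 is an example, with 179 ± 36.9 (SD, n = 3) in pRb-expressing and 2.63 ± 1.22 (SD, n = 3) in pRb-deficient cultures. The ratio of its means is 68.1, and with the floor of 32 it is at least 5.53-fold lower in pRb-deficient cultures (adjusted p = 0.000154 from limma).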

Gene Ontology database prioritization for cell adhesion genes yielded 1719 individual probe-sets corresponding to genes designated to be involved directly or indirectly in cell adhesion. This table shows those that were positively regulated by pRb. For these 1719 individual probesets, tests for magnitudes in changes in gene expression between pRb-expressing and pRb-deficient osteoblasts as well as for statistical significance of these changes were conducted using SAM software running the Wilcoxon algorithm. Out of 1719 cell-adhesion related probe-sets, 1054 (61%) were significantly altered by pRb with a false discovery rate (FDR) of <0.0320 (FDR <0.05 is considered statistically significant). Of these 1054 genes, 462 (27%) were altered at least two-fold by pRb (FDR = 0.0219). 

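Of the 1054 probe sets, 462 had mean signals at least 2-fold apart, 253 of them lower and 209 higher in pRb-deficient cultures. An adjusted p under 0.05 from limma was reached by 336 of the 462, and 304 had a mean signal of at least 100 in the higher group. Jup, the plakoglobin gene, is among those that were higher, at 188 ± 57.1 (SD, n = 3) in pRb-expressing and 622 ± 33.4 (SD, n = 3) in pRb-deficient cultures (adjusted p = 0.00113 from limma). With signals under 100 set to 100, 255 probe sets were at least 2-fold apart.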

As an example, OB-cadherin (encoded by the cdh11 gene) is among these genes and is down-regulated 4.45-fold in pRb-deficient cells. One-hundred and thirty-seven genes (8%) and 63 genes (4%) were altered by at least 5- and 10-fold, with FDRs of 0.0041 and 0.0001, respectively, by pRb expression. Together, these results show that pRb dramatically affects the transcription of a wide array of cell adhesion genes.

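At least 5-fold differences were found in 137 probe sets, 67 lower and 70 higher in pRb-deficient cultures, of which 115 passed limma's adjusted p and 100 had a mean signal of at least 100 in the higher group. At least 10-fold differences were found in 63, 31 lower and 32 higher, of which 58 passed and 54 had such a signal. With signals under 100 set to 100, 47 probe sets were at least 5-fold and 13 at least 10-fold apart, and 37 were at least 10-fold apart with geometric means after the floor of 32. A single test was not made for these counts, which compare means.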

(0.48 MB XLS) Click here for additional data file.

Table S3 Cell Adhesion Related Genes Negatively Regulated by Rb. Description for this table is the same as for Table S2, except that this table highlights genes repressed by pRb.
(0.33 MB XLS) Click here for additional data file.

Table S4 GeneGo Analysis. Analyses based on the GO database from the GO project confirmed the results from the Canonical Pathway Database shown in table S1 by ranking a cell-adhesion process with the second best P value among a total of 3752 GO functional processes. These data demonstrate, in an arbitrary fashion, that cell adhesion processes are among those most significantly affected by pRb.
(1.71 MB XLS) Click here for additional data file.

Table S5 Gene Set Analysis (GSA, one module of SAM). GSA was performed using GO Project database. Results indicated that pRb knockout would significantly affect adhesion related processes.
(0.01 MB XLS) Click here for additional data file.

Table S6 Gene Set Enrichment Analysis (GSEA, one module of SAM). GSEA was performed using GO Project database. Results again indicated that pRb knockout would significantly affect adhesion related processes.
(0.01 MB XLS) Click here for additional data file.

## References

[1] Weinberg RA (1995). The Rb protein and cell cycle control.. Cell.

[2] Dyson N (1998). The regulation of E2F by pRB-family proteins.. Genes Dev.

[3] Ross JF, Liu X, Dynlacht BD (1999). Mechanism of transcriptional repression of E2F by the retinoblastoma tumor suppressor protein.. Mol Cell.

[4] Thomas DM, Carty SA, Piscopo DM, Lee J-S, Wang W-F (2001). The retinoblastoma protein acts as a transcriptional coactivator required for osteogenic differentiation.. Mol Cell.

[5] Thomas DM, Yang H-S, Alexander K, Hinds PW (2003). Role of the retinoblastoma protein in differentiation and senescence.. Cancer Biology & Therapy.

[6] Knudsen ES, Knudsen KE (2006). Retinoblastoma tumor suppressor: where cancer meets cell cycle.. Experimental Biology and Medicine.

[7] Du W, Pogoriler J (2006). Retinoblastoma family genes.. Oncogene.

[8] van Aken EH, Papeleu P, De Potter P, Bruyneel E, Philippé J (2002). Structure and function of the N-cadherin/catenin complex in retinoblastoma.. Invest Ophthalmol Vis Sci.

[9] Kashima T, Kawaguchi J, Takeshita S, Kuroda M, Takanashi, M (1999). Anomalous cadherin expression in osteosarcoma: possible relationships to metastasis and morphogenesis.. Am J Pathol.

[10] Rodríguez-Salas N, Palacios J, de Castro J, Moreno G, González-Baron M (2001). Beta-catenin expression pattern in small cell lung cancer: correlation with clinical and evolutive features.. Histol Histopathol.

[11] Haÿ E, Lemonnier J, Modrowski D, Lomri A, Lasmoles F (2000). Cadherins mediate early human osteoblast differentiation promoted by BMP-2.. J Cell Physiol.

[12] Cheng S-L, Shin CS, Towler DA, Civitelli R (2000). A dominant negative cadherin inhibits osteoblast differentiation.. J Bone Mineral Research.

[13] Marie P (2002). Role of N-cadherin in bone formation.. J Cell Physiol.

[14] Stains JP, Civitelli R (2005). Cell interaction in regulating osteogenesis and osteoblast function.. Birth Defects Research.

[15] Gutierrez GM, Kong E, Sabbagh Y, Brown NE, Lee JS (2008). Impaired bone development and increased mesenchymal progenitor cells in calvaria of RB1-/- mice.. Proc Natl Acad Sci U S A.

[16] Khanna C, Wan X, Bose S, Cassaday R, Olomu O (2004). The membrane-cytoskeleton linker ezrin is necessary for osteosarcoma metastasis.. Nat Med.

[17] Curto M, McClatchey AI (2004). Ezrin...a metastatic detERMinant?. Cancer Cell.

[18] Braga VM, Betson M, Li X, Lamarche-Vane N (2000). Activation of the small GTPase Rac 1 is sufficient to disrupt cadherin-dependent cell-cell adhesion in normal human keratinocytes.. Mol Biol Cell.

[19] Yang H-S, Hinds PW (2003). Increased ezrin expression and activation by CDK5 coincident with acquisition of the senescent phenotype.. Mol Cell.

[20] Alexander K, Yang H-S, Hinds PW (2004). Cellular senescence requires CDK5 repression of Rac 1 activity.. Mol Cell Biol.

[21] Lallemand D, Curto M, Saotome I, Giovannini M, McClatchey AI (2003). *NF2* deficiency promotes tumorigenesis and metastasis by destabilizing adherens junctions.. Genes Dev.

[22] Shaw RJ, Páez JG, Curto M, Yaktine A, Pruitt WM (2001). The Nf2 tumor suppressor, merlin, functions in Rac-dependent signaling.. Dev Cell.

[23] Kissil JL, Johnson KC, Eckman MS, Jacks T (2002). Merlin phosphorylation by p21-activated kinase 2 and effects of phosphorylation on merlin localization.. J Biol Chem.

[24] Xiao G-H, Beeser A, Chernoff J, Testa JR (2002). p21-activated kinase links Rac/cdc42 signaling to merlin.. J Biol Chem.

[25] Shaw RJ, McClatchey AI, Jacks T (1998). Regulation of the neurofibromatosis type 2 tumor suppressor protein, merlin, by adhesion and growth arrest stimuli.. J Biol Chem.

[26] Xu H-M, Gutmann DH (1998). Merlin differentially associates with the microtubule and actin cytoskeleton.. J Neurosci Res.

[27] Gutmann DH, Hirbe AC, Haipek CA (2001). Functional analysis of neurofibromatosis 2 (NF2) missense mutations.. Hum Mol Genet.

[28] Nikolic M, Chou MM, Lu W, Mayer BJ, Tsai L-H (1998). The p35/Cdk5 kinase is a neuron-specific Rac effector that inhibits Pak1 activity.. Nature.

[29] Rashid T, Banerjee M, Nikolic M (2001). Phosphorylation of Pak1 by the p35/Cdk5 kinase affects neuronal morphology.. J Biol Chem.

[30] Penuela S, Bhalla R, Gong XQ, Cowan KN, Celetti SJ (2007). Pannexin 1 and pannexin 3 are glycoproteins that exhibit many distinct characteristics from the connexin family of gap junction proteins.. J Cell Sci.

[31] Ito T, Maki N, Hazeki O, Sasaki K, Nekooki M (2007). Extracellular and transmembrane region of a podocalyxin-like protein 1 fragment identified from colon cancer cell lines.. Cell Biol Int.

[32] Brown DM, Ruoslahti E (2004). Metadherin, a cell surface protein in breast tumors that mediates lung metastasis.. Cancer Cell.

[33] Wu GJ, Fu P, Wang SW, Wu MW (2008). Enforced expression of MCAM/MUC18 increases in vitro motility and invasiveness and in vivo metastasis of two mouse melanoma K1735 sublines in a syngeneic mouse model.. Mol Cancer Res.

[34] Gould-Rothberg BE, Bracken MB, Rimm DL (2009). Tissue biomarkers for prognosis in cutaneous melanoma: a systematic review and meta-analysis.. J Natl Cancer Inst.

[35] Zabouo G, Imbert AM, Jacquemier J, Finetti P, Moreau T (2009). CD146 expression is associated with a poor prognosis in human breast tumors and with enhanced motility in breast cancer cell lines.. Breast Cancer Res.

[36] Grigoriu B, Chahine B, Zerimech F, Grégoire M, Balduyck M (2009). Serum mesothelin has a higher diagnostic utility than hyaluronic acid in malignant mesothelioma.. Clin Biochem.

[37] Shah CA, Lowe KA, Paley P, Wallace E, Anderson GL (2009). Influence of ovarian cancer risk status on the diagnostic performance of the serum biomarkers mesothelin, HE4, and CA125.. Cancer Epidemiol Biomarkers Prev.

[38] Wei Y, Hu G, Kang Y (2009). Metadherin as a link between metastasis and chemoresistance.. Cell Cycle.

[39] Weintraub SJ, Chow KN, Luo RX, Zhang SH, He S (1995). Mechanism of active transcriptional repression by the retinoblastoma protein.. Nature.

[40] Prockop DJ (1997). Marrow stromal cells as stem cells for nonhematopoietic tissues.. Science.

[41] Caplan AI, Dennis JE (2006). Mesenchymal stem cells as trophic mediators.. J Cell Biochem.

[42] Hynes RO, Lander AD (1992). Contact and adhesive specificities in the associations, migrations, and targeting of cells and axons.. Cell.

[43] Sellers WR, Novitch BG, Miyake S, Heith A, Otterson GA (1998). Stable binding to E2F is not required for the retinoblastoma protein to activate transcription, promote differentiation, and suppress tumor cell growth.. Genes Dev.

[44] Batsché E, Muchardt C, Behrens J, Hurst HC, Crémisi C (1998). RB and c-myc activate expression of the E-cadherin gene in epithelial cells through interaction with transcription factor AP-2.. Mol Cell Biol.

[45] Yang J, Mani SA, Weinberg RA (2006). Exploring a new twist on tumor metastasis.. Cancer Res.

[46] Arima Y, Inoue Y, Shibata T, Hayashi H, Nagano O (2008). Rb Depletion results in deregulation of E-cadherin and induction of cellular changes characteristic of the EMT.. Cancer Res.

[47] Polyak K, Weinberg RA (2009). Transitions between epithelial and mesenchymal states: acquisition of malignant and stem cell traits.. Nature Reviews Cancer.

[48] Kaye FJ (2002). RB and cyclin dependent kinase pathways: defining a distinction between RB and p16 loss in lung cancer.. Oncogene.

[49] Hahn WC, Weinberg RA (2002). Rules for making human tumor cells.. N Engl J Med.

[50] Chou MM, Blenis J (1996). The 70 kDa S6 kinase complexes with and is activated by the Rho family G proteins Cdc42 and Rac1.. Cell.

[51] Van Gelder RN, von Zastrow ME, Tool A, Dement WC, Barchas JD (1990). Amplified RNA synthesized from limited quantities of heterogeneous cDNA.. Proc Natl Acad Sci U S A.

[52] Lee EK, Park T (2007). Exploratory methods for checking quality of microarray data.. Bioinformation.

How the deposited data were processed for this re-analysis (not part of the article)

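Gene expression was measured in 3 pRb-expressing and 3 pRb-deficient cultures of MC3T3 osteoblasts, derived from calvariae of embryonic day 18.5 mice, with 1 Affymetrix Mouse Genome array per culture. Biotin-labeled RNA was hybridized by the authors. Their methods name Affymetrix Microarray 5.0 software and scaling to a trimmed mean of 500, and the submitters' processing notes name Affymetrix Expression Console 1.1 and MAS5. The intensities used here, as deposited by the authors, are MAS5 signals on a linear scale, each array scaled by them to that trimmed mean and not log transformed. This was checked on the values: the trimmed mean of each array was 499.85 or 499.86, and the median signal lay between 108.0 and 119.9. The table holds signals without detection calls. The number of arrays limits the precision. On each array 46.0% to 48.4% of the probe sets were at or below a signal of 100.

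Of 45101 probe sets, 64 controls were left out, and of the remaining 45037 another 6610 that were at or below 32 on all 6 arrays, so 38427 were tested. Signals were floored at 32, log2 transformed and fitted with limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3, with the 2 groups as the only term and 4 residual degrees of freedom. P-values are two-sided and were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Where arrays of a group were at or below 32, a fold on geometric means is given as a lower bound against that floor ("at least"). Folds refer to the brightest probe set unless another is named, and other probe sets of a gene can change less. Folds on geometric means come from the fitted log2 values, and ratios of mean signals are named as such. The median log2 fold change of all probe sets tested was −0.06.

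The array's annotation table gave 1 gene symbol for 34945 probe sets, several for 932 and none for 9160. Of the probe sets with 1 symbol, 34754 had a gene ID in the RefSeq annotation of GRCm38.p6, which was used only for names, chromosomes and gene order, since the study names no genome build. For each of 18194 genes the probe set with the highest mean signal was used, and 16308 of these genes were tested. Some genes that the paper names are not reported here.

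Before the data were examined, the following were set: the floor and the model, 15 gene lists (cadherins, clustered protocadherins, adherens junction plaque, integrins, gap junctions, tight junctions, desmosomes, immunoglobulin superfamily adhesion, extracellular matrix, osteoblast differentiation, E2F and DNA replication, mitosis, Rac1 and merlin pathway, p53 targets, interferon response), 15 lists of markers of other cell types, sex-linked genes and stress genes, the alternative settings, and the rule for named genes. By this rule, and apart from the genes not reported here, the text names the genes that the paper names in its results and discussion, the 10 largest rises and the 10 largest falls in log2 fold change among genes past the threshold with no overlap between groups and a mean signal of at least 200 in the higher group, up to 4 genes per list with the lowest adjusted p, and the 5 probe sets with the largest folds in each of Tables S2 and S3, whose folds the paper gives. Lists were tested with camera and the preset correlation of 0.01, adjusted over the 15 gene lists, over the marker lists with at least 3 measured genes and over the 3 study sets. Members of the study sets were matched to mouse genes by symbol. No gene list that passed with the preset correlation passed with an estimated correlation. In the lists of adherens junction plaque, integrins, tight junctions, immunoglobulin superfamily, E2F and DNA replication, mitosis, Rac1 and merlin, smooth muscle, endothelial and hematopoietic genes and of regulation of cell-cell adhesion, the median, the mean and the test did not all have the same sign.

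The replicate numbers were not taken as pairs. After removal of group means, arrays with the same number correlated at 0.02, −0.03 and 0.06, and a fit with the replicate number as a block was run as an alternative. Other alternatives were no floor, a floor of 100, a pseudocount of 32, only probe sets with a mean of at least 100, quantile normalization, median centring, no intensity trend, array quality weights, leaving out each array, a rank statistic with a permutation false discovery rate, a minimum change of 2-fold, other averages, other set tests (fry, and camera with an estimated correlation) and other probe sets of a gene. Removal of chromosome medians, taken over genes with a mean signal of at least 200, was added after the data had been seen. Chromosome departures were tested with 2000 resamples of genes and runs of neighbouring genes with 10000 shuffles of gene order. Permutation tests of correlations over chromosomes used 100000 resamples.

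The steps were tested on simulated data of 45037 probe sets. Of 100 changed 2-fold, 67 were recovered, and of 100 changed 4-fold, 93, with 14 false calls among 174 calls, and with nothing changed there were 0 calls. The list that was raised was called and no other of 21 lists was. A chromosome lowered by 0.5 on the log2 scale gave a departure of −0.504, and the largest departure of any other was 0.016. The quantitative PCR and protein measurements of the paper, its canonical pathways and the gene sets whose members are given in part were not analysed here.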

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

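The tests of a wrong label, of scaling, of escape genes against other X-linked genes, of a missing region and of E2F-driven change were chosen after the data had been seen. What would decide the tests of escape genes, neighbouring genes, chromosomes and their parts was written before the value of each was seen, after the patterns that prompted them, and for the parts after the medians of whole chromosomes had been seen.

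p53 target genes were lower in pRb-deficient cultures. Of 32 measured, 19 were lower, 6 were higher and 7 did not pass (20 lower and 7 higher adjusted over the list alone), with a camera adjusted p of 0.0178 and adjusted p = 0.302 with an estimated correlation. Ccng1, which encodes cyclin G1, fell from a signal of 14304 ± 337 (SD, n = 3) to 2858 ± 268 (SD, n = 3), and the epoxide hydrolase gene Ephx1 from 6300 ± 358 (SD, n = 3) to 855 ± 46.3 (SD, n = 3), whereas Pmaip1, which encodes the cell death protein Noxa, rose from 1.60 ± 0.53 (SD, n = 3) to 1421 ± 241 (SD, n = 3), at least 44.0-fold. Interferon response genes were also lower. Of 37 measured, 21 were lower, 4 were higher and 12 did not pass (23 lower and 4 higher adjusted over the list alone), with a camera adjusted p of 0.00109 and adjusted p = 0.557 with an estimated correlation. The antigen peptide transporter genes Tap1 and Tap2 fell by 2.85 and by 2.36 on the log2 scale in their brightest probe sets (2 probe sets of Tap1 near background gave 0.07 and 0.08), the GTPase gene Irgm1 fell by 1.45 and the proteasome subunit gene Psmb9 was at least 12.4-fold lower.

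Xist had a log2 fold change of 6.03, and the 3 Y-linked genes measured were all lower in pRb-deficient cultures (camera adjusted p = 0.00527, and adjusted p = 0.601 with an estimated correlation). Eif2s3y fell from 889 ± 33.1 (SD, n = 3) to 5.83 ± 7.60 (SD, n = 3), at least 27.8-fold, and Kdm5d and Uty were at least 17.0-fold and at least 16.1-fold lower in their brightest probe sets (another of Uty fell 6.94-fold). A wrong label on an array is excluded, since 0 arrays had Xist or Eif2s3y on the side of the other group. The authors' scaling is excluded too, since a factor per array moves all its genes alike, and Eif2s3y, at a log2 fold change of −4.80 against the floor, was lower on the arrays on which Xist was higher. A candidate explanation is that the pRb-expressing cells came from a male and the pRb-deficient cells from a female. The values of Xist and of the 3 Y-linked genes go with it. They also prompted it, so they are no separate test, and it stays open. The 4 genes known to escape X inactivation (Kdm6a, Kdm5c, Eif2s3x and Ddx3x) were all higher in pRb-deficient cultures, with a mean log2 fold change of 0.65 (standard error 0.15 over genes), but the X chromosome as a whole departed by 0.243. The mean of the 4 was 0.51 above the median of 298 other X-linked genes, and draws of 4 X-linked genes gave a mean as high with a permutation p of 0.17 (10000 draws). Sex of origin would go together with pRb status on all arrays.

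Mtap, Cdkn2a and Cdkn2b are neighbours on chromosome 4 of GRCm38.p6. In their brightest probe sets they were near background in pRb-expressing cultures and bright in pRb-deficient ones. The log2 fold change was 8.14 for Mtap, from 10.3 ± 9.27 (SD, n = 3) to 9026 ± 529 (SD, n = 3), and 6.96 for Cdkn2b, from 12.2 ± 3.01 (SD, n = 3) to 4041 ± 810 (SD, n = 3). Both are lower bounds against the floor of 32 (at least 282-fold and at least 124-fold), and another probe set of Mtap, above the floor on all arrays, rose 68.9-fold. Klhl9, on the far side of several dim interferon genes, had means of 4253 and 3799. Runs of 3 such neighbours numbered 4, and as many occurred in a share of 0.0003 of shuffled orders of 10148 genes. Of the 4 runs, 2 are this locus itself, which prompted the test, so unrelated changes in neighbouring genes stay open. Runs near background in pRb-deficient cultures alone numbered 3, with a share of 0.0002 of shuffled orders; they lie on chromosomes 11 and 18, 2 of them share Grb10 and the other is of protocadherins with similar sequences, and they do not bear on this locus. A region lost from the pRb-expressing line during immortalization may explain the pattern, but the highest mean among the 6 probe sets of the 3 genes was 129.9 ± 45.7 (SD, n = 3), above the bound of 100 by less than its SD, and this way of reading the bound was fixed after the value was seen, so such a loss and silencing cannot be told apart here. A rise driven by E2F without pRb also stays open. The E2F and DNA replication genes did not rise as a list, with a median log2 fold change of −0.0513, 11 of them being higher and 12 lower. A median over other genes cannot decide what raised the 3 genes of this locus.

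Whole chromosomes were shifted between the groups. The median log2 fold change of genes on chromosome 6 departed from that of the other genes by −0.535, that of chromosome 15 departed by 0.443, and of the 15 chromosomes that departed by more than 0.2, 6 were lower and 9 higher, among 9647 genes with a mean signal of at least 200. The authors' scaling is excluded as the cause, since a factor per array moves all chromosomes alike, and chromosomes 6 and 15 departed in opposite directions on the same arrays. Quantile normalization, set as the test at first, gave −0.559 for chromosome 6 and decides nothing, since it treats genes of all chromosomes alike. Regulation of single genes or short regions is excluded as the whole cause: across the 20 chromosomes, the medians of their 2 parts of equal gene number correlated at r = 0.878 (permutation p = 2e-05; Spearman correlation 0.762, permutation p = 0.0001; r = 0.827 without the 2 chromosomes farthest from the median), and both parts lay on the same side of the median of all genes in 19, chromosome 4 being the exception at −0.38 and 0.29. Different chromosome numbers in the 2 immortalized lines are a candidate explanation that the departures fit, and with 1 line per group in view such differences cannot be separated from pRb status.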

How the results depend on the processing

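Removal of chromosome medians was chosen after the data had been seen. Without any one array, altered probe sets numbered 10571 to 13513 (481 to 575 of Tables S2 and S3). 149 of 156 named genes passed, and under other processing 2437 of their values kept direction and side of the threshold, 32 lost and 10 gained the call and 0 reversed. Many of these genes were named for a low adjusted p or a large change on the same arrays. Their stability thus says little about other genes. What signals near background limit is seen with a floor of 100, where 255, 47 and 13 probe sets of the tables were 2-, 5- and 10-fold apart, and 37 were 10-fold apart with geometric means. Under the rank statistic 0 probe sets and 0 of the tables were called. Complete separation, the largest value 3 against 3 allow, had a false discovery rate of 7.89%, above the threshold. The q-value of Tables S2 and S3 reads 0 for separated probe sets, so the paper's own run was not reproduced. With limma and a change of at least 2-fold, 5134 and 324 were called. With an estimated correlation the adjusted p was 0.557 for clustered protocadherins and interferon genes, 0.302 for desmosomes, osteoblast differentiation and p53 targets, and 0.609 for extracellular matrix. Leaving out 1 array gave protocadherins 0.00988 to 0.0897 (highest without pRb-deficient replicate 3) and desmosomes 0.0256 to 0.0585 (highest without pRb-deficient replicate 2). Desmosomes had 0.0752 with no floor, 0.102 with a floor of 100, 0.0648 with a pseudocount, 0.0552 at a mean of at least 100 and 0.125 with chromosome medians removed. Fry, which tests whether genes move one way on balance, gave 0.000156 for immunoglobulin superfamily, 0.00415 for integrins, 0.00143 for Rac1 and merlin, 0.00199 for tight junctions, 0.000536 for negative regulation of cell adhesion, 0.0215 for regulation of cell-cell adhesion and, in the other direction from camera, 0.0267 for hematopoietic (lower) and smooth muscle markers (higher); 9 more marker lists not called by camera had 6.28e-05 to 0.0407 with it. Negative regulation of cell adhesion had 0.0390 with chromosome medians removed and 0.0170 with the mean of all probe sets. Other probe sets went the other way for Cd47 (0.21, 0.0761), Hoxa3 (−1.63, −0.62), Kdm5d (0.15), Mia3 (0.12), Ncam1 (−0.19), Rbl1 (0.44), Tap1 (0.0706, 0.0790), Trio (−0.23) and Zyx (−0.56). For these changes the cause was not tested. Fitting array weights, the estimation stopped before it converged and gave pRb-deficient replicate 2 a weight of 6.75 against 0.364 to 1.26.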

Differences from the paper's values

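The paper states that 1054 cell adhesion probe sets were altered, at a false discovery rate under 0.0320 and with under 0.05 as its criterion of significance. The threshold here was 0.05, and at 0.0320 the count was 523, made after the values had been seen. Of the same probe sets, 569 had an adjusted p under 0.05 from limma over all probe sets tested, and 616 when adjusted over the list alone. Of the alternatives set before the data were examined, array quality weights gave 731, which is within 1.5 times the paper's count, and its array weights had not converged. All others differed from it: no floor (579), a floor of 100 (521), a pseudocount of 32 (583), a mean signal of at least 100 (521), quantile normalization (574), median centring (559), no intensity trend (543), the replicate block (548), the leaving out of each array (481 to 575), the rank statistic with a permutation false discovery rate over all probe sets (0) and at least 2-fold (324). Groups did not overlap in 773 of the 1054. The q-value column of Tables S2 and S3 reads 5.27% for 179 probe sets, above the threshold the paper states.

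The paper's text gives a fold of 11.83 for Cdh1, pRb-expressing over pRb-deficient. The ratio of mean signals here was 5.49, which equals the fold of this probe set in Table S2 within 0.1%, and after the floor of 32, set before the data were examined, the fall was at least 1.51-fold on geometric means, a lower bound that cannot be set against 11.83. Signals of Cdh1 were under 100 in all 6 cultures, and those of the pRb-deficient cultures were all under 32.

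The paper's counts of 462, 137 and 63 probe sets past 2-, 5- and 10-fold match the counts here, and the mean signal of Cdh11, 3.92 times as high in pRb-expressing cultures, did not differ from the paper's average fold of 4.45 by the criterion used here. The mean of the ratios of its 2 probe sets, computed after the values had been seen, was 4.45.

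The paper says that pRb raises the expression of integrin, gap junction and tight junction genes. Among genes past the threshold, the tally was 9 integrins higher and 6 lower in pRb-deficient cultures, 1 gap junction gene higher and 1 lower, and 9 tight junction genes higher and 3 lower. The 10 lower genes go with the statement. Among them are Itgb3 and Panx3, at least 15.4-fold and at least 73.6-fold lower on geometric means, and the tight junction genes Tjp1, Jam3 and Cldn16. The ratio of the mean signals of Panx3 was 72.0. The paper says that N-cadherin was not among the transcripts regulated by pRb. It was not past the threshold here (adjusted p = 0.284 from limma), while Table S2 lists a probe set of this gene. By qRT-PCR the paper reports more N-cadherin and Rac1 mRNA and less OB-cadherin and β-catenin mRNA without pRb. On the arrays only Cdh11 of these passed in the main fit. Log2 fold changes were −0.14 for Cdh2, −0.01 for Ctnnb1 (adjusted p = 0.945 from limma) and 0.13 for Rac1 (adjusted p = 0.185 from limma). The PCR values were not analysed here.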

Other observations

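Itm2a, which encodes a membrane protein of differentiating cartilage and muscle cells, is among the 10 genes with the largest rises by the rule for named genes. Its brightest probe set rose from a signal of 20.5 ± 11.6 (SD, n = 3) in pRb-expressing to 12378 ± 3733 (SD, n = 3) in pRb-deficient cultures, at least 374-fold, and its other probe set rose from 295 to 10340, 33.3-fold. Apart from Mtap and Cdkn2b, the other rises, all lower bounds in the brightest probe set and so not ranked, were in Dkk2, a secreted modulator of Wnt signaling (at least 113-fold), Crabp1, which binds retinoic acid (at least 92.4-fold), Cnn1, the smooth muscle calponin (at least 77.4-fold), Ccbe1, a secreted protein of lymphatic growth (at least 76.7-fold), Man1a (at least 73.8-fold), Acpp (at least 71.3-fold) and the heparan sulfatase gene Sulf1 (at least 66.8-fold). Grb10, an adaptor that dampens insulin receptor signaling, fell from 9381 ± 183 (SD, n = 3) to 97.3 ± 14.5 (SD, n = 3), 97.0-fold on geometric means. Other large falls, with Panx3 and Ibsp, were in the anion transporter gene Slc26a7 (at least 68.7-fold), Ecrg4 (at least 61.8-fold), the BMP antagonist gene Chrdl1 (51.7-fold), S100b (at least 47.9-fold), the lysozyme gene Lyz1 (at least 47.3-fold), P2ry10b (at least 46.9-fold) and the scavenger receptor gene Scara5 (38.6-fold). Dimmer probe sets changed less, for example 3.15-fold for Ccbe1, 25.9-fold for Grb10 and 9.90-fold for Chrdl1, and 1 each of Lyz1 and Scara5 did not pass.

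Of 50 measured genes of the Rac1 and merlin pathway, 13 were higher in pRb-deficient cultures, 14 were lower and 23 did not pass limma's adjusted p (14 higher and 15 lower adjusted over the list alone; camera adjusted p = 0.644). The Rac exchange factor gene Tiam1 rose from 6.97 ± 1.42 (SD, n = 3) to 834 ± 25.6 (SD, n = 3), at least 26.1-fold. Trio rose by 1.38 on the log2 scale in its brightest probe set. Of its other probe sets, 3 rose and passed, at 1.17, 1.11 and 0.85, and the rest did not pass, at 0.49 and −0.23. Arhgef6, another Rac exchange factor, fell by 3.66 on the log2 scale. Ezr, which encodes ezrin, rose from 1646 ± 33.0 (SD, n = 3) to 3381 ± 954 (SD, n = 3) in its brightest probe set, with an adjusted p of 0.00555 from limma. Another probe set of Ezr did not pass, at a log2 fold change of 0.31 (adjusted p = 0.490 from limma). Rac1 had a log2 fold change of 0.13 (adjusted p = 0.185 from limma) and passed with quantile normalization (the gene Rac1 then had an adjusted p of 0.0345) and with array quality weights (0.0144). Cdk5 had −0.18 (adjusted p = 0.290 from limma), and with chromosome medians removed, a setting chosen after the data had been seen, the gene Cdk5 had −0.44 (adjusted p = 0.0268). Tfap2a, which encodes the transcription factor AP-2 alpha, fell from 467 ± 18.2 (SD, n = 3) to 131 ± 65.4 (SD, n = 3), with an adjusted p of 0.00386 from limma.

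Markers of other cell types went both ways, with camera adjusted p from 0.380 to 0.837 over the lists other than the Y-linked genes. Of chondrocyte markers 2 were higher, 5 were lower and 7 did not pass (Hapln1 fell by 3.61 and Sox6 by 2.05 on the log2 scale, and Acan rose by 2.26). Counts in the same order were 0, 1 and 7 for adipocyte markers, 1, 4 and 10 for skeletal muscle, 4, 6 and 2 for smooth muscle and pericytes (Cspg4 rose by 2.40, and Actg2 fell by 2.27), 3, 3 and 8 for endothelium (Eng rose by 1.83, and Flt1 fell by 1.80), 4, 3 and 10 for hematopoietic cells and osteoclasts (Ctsk fell by 4.61, and Cd14 rose by 1.88), 1, 3 and 13 for epithelium, 4, 3 and 10 for neural cells (Gap43 was at least 13.6-fold higher), 0, 3 and 4 for glia, 4, 1 and 5 for mesothelium (Bnc1 was at least 38.8-fold higher), 2, 6 and 5 for fibroblasts and 1, 6 and 18 for Hox genes (Hoxa10 was at least 22.5-fold lower). X inactivation was read from Xist alone. Of the genes of RNA quality and stress, 4 were higher, 2 were lower and 7 did not pass, Hspa1a being at least 20.4-fold higher and Jun rising by 2.45 on the log2 scale.

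How counts over other splits of the arrays are judged and the removal of chromosome medians were chosen after the data had been seen. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. Altered probe sets numbered 13433 in the real split and at most 0 in another, so 1 split gave a number as large. Among probe sets of Tables S2 and S3 the real split gave 569 and the highest other 0 (1 split as large). Probe sets with no overlap between groups numbered 19383, 43.0% of all against 10% by chance, and at most 3441 in another split (1 split as large). 6 gene lists passed in the real split and 7 in the highest other, and 4 of the 10 splits gave a number as large. With chromosome medians removed 12469 probe sets were altered, of which 9289 were also altered in the same direction before, while 4106 lost and 3142 gained the call and 38 changed direction, and 561 probe sets of Tables S2 and S3 were altered, 463 of them in both.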
